# Autophagy of OTUD5 destabilizes GPX4 to confer ferroptosis-dependent kidney injury

**DOI:** 10.1038/s41467-023-44228-5

**Published:** 2023-12-18

**Authors:** Li-Kai Chu, Xu Cao, Lin Wan, Qiang Diao, Yu Zhu, Yu Kan, Li-Li Ye, Yi-Ming Mao, Xing-Qiang Dong, Qian-Wei Xiong, Ming-Cui Fu, Ting Zhang, Hui-Ting Zhou, Shi-Zhong Cai, Zhou-Rui Ma, Ssu-Wei Hsu, Reen Wu, Ching-Hsien Chen, Xiang-Ming Yan, Jun Liu

**Keywords:** Macroautophagy, Ubiquitylation

## Abstract

Ferroptosis is an iron-dependent programmed cell death associated with severe kidney diseases, linked to decreased glutathione peroxidase 4 (GPX4). However, the spatial distribution of renal GPX4-mediated ferroptosis and the molecular events causing GPX4 reduction during ischemia-reperfusion (I/R) remain largely unknown. Using spatial transcriptomics, we identify that GPX4 is situated at the interface of the inner cortex and outer medulla, a hyperactive ferroptosis site post-I/R injury. We further discover OTU deubiquitinase 5 (OTUD5) as a GPX4-binding protein that confers ferroptosis resistance by stabilizing GPX4. During I/R, ferroptosis is induced by mTORC1-mediated autophagy, causing OTUD5 degradation and subsequent GPX4 decay. Functionally, OTUD5 deletion intensifies renal tubular cell ferroptosis and exacerbates acute kidney injury, while AAV-mediated *OTUD5* delivery mitigates ferroptosis and promotes renal function recovery from I/R injury. Overall, this study highlights a new autophagy-dependent ferroptosis module: hypoxia/ischemia-induced OTUD5 autophagy triggers GPX4 degradation, offering a potential therapeutic avenue for I/R-related kidney diseases.

## Abstract (web summary)

Understanding the role of GPX4 in cell ferroptosis at the interface of the inner cortex and medulla is crucial in the context of renal injury. Here, the authors demonstrate that the OTUD5 interaction with GPX4 is key in resisting ischemia/reperfusion-induced ferroptosis in renal cells, offering a new strategy for treating acute kidney injury.

## Introduction

Acute kidney injury (AKI), a prevalent syndrome characterized by a swift decline in renal function, has progressively emerged as a serious global health problem, with ~13.3 million annual cases and 1.7 million associated deaths^1,2^. AKI can arise from a variety of triggers, including ischemia/reperfusion (I/R) injury, nephrotoxin exposure, and sepsis, with I/R injury implicated in 11–30% of cases^3^. Despite the prominent role of I/R injury in AKI pathogenesis, our current knowledge base of the underlying pathophysiological processes remains incomplete, thereby impeding the advancement of effective therapeutic strategies for AKI. Notably, renal tubular cells, the fundamental structural units of the kidney responsible for pivotal functions such as metabolic processing and reabsorption within the body, are particularly susceptible to a wide range of deleterious stimuli. This susceptibility leads to a pronounced dysfunction of renal tubular cells, which in turn contributes significantly to the observed pathology in I/R-associated AKI^4^. Consequently, there is an urgent need to gain a comprehensive understanding of the intricate mechanisms driving the initiation and progression of AKI, with a specific focus on renal tubular cell dysfunction.

The onset of ischemia and subsequent reperfusion have profound adverse effects on renal tubular cells. A key consequence is the disruption of intracellular glutathione (GSH) metabolism, leading to excessive accumulation of reactive oxygen species (ROS), closely correlating with tubular cell apoptosis and ferroptosis^5^. Ferroptosis, a non-apoptotic form of programmed cell death, arises due to excessive intracellular ROS accumulation, typically resulting from compromised ROS-scavenging systems such as GSH biosynthesis and glutathione peroxidase 4 (GPX4) homeostasis^6^. GPX4 serves as a key inhibitor of ROS-mediated phospholipid peroxidation^7^, thus placing it central to ferroptosis regulation and marking it as a potential therapeutic target. The association of renal tubular cell ferroptosis with AKI^8,9^ postulates that ferroptosis inhibition could be a novel AKI treatment strategy. Yet, the specific mechanisms maintaining GPX4 homeostasis in renal tubular cells during ferroptosis largely remain undefined.

The maintenance of intracellular GPX4 homeostasis is stringently regulated by the interplay between the ubiquitin–proteasome system (UPS) and deubiquitinating enzymes (DUBs), major regulatory mechanisms for protein homeostasis^10^. Such mechanisms have been reported as crucial in regulating GPX4 homeostasis under various conditions. For instance, the E3 ligase TRIM46 has been shown to facilitate the ubiquitin-mediated proteasomal degradation of GPX4 in endothelial cells^11^, while the E3 ligase MIB2 similarly regulates GPX4 in neurons^12^. Additionally, the linear ubiquitin chain assembly complex (LUBAC) stabilizes GPX4 in fibroblasts in response to I/R^13^. Thus, identifying UPS/DUB proteins that target GPX4 for degradation or stabilization presents a viable therapeutic opportunity for ferroptosis-related diseases.

In this study, we explored the role of cell ferroptosis in I/R-associated AKI. We revealed that ferroptosis occurs in renal tubular cells, leading to a reduction in GPX4 via ubiquitin-proteasomal degradation in response to I/R injury. We then identified ovarian tumor domain-containing 5 (OTUD5) as a GPX4-interacting protein that promotes resistance to ferroptosis during I/R by stabilizing GPX4 expression. Additionally, we demonstrated that I/R downregulates OTUD5 through the activation of lysosomal degradation controlled by the mammalian target of rapamycin complex 1 (mTORC1). Overall, our findings indicate the therapeutic potential of an OTUD5-guided, ferroptosis-based approach for the treatment of patients with I/R-associated AKI.

## Results

### Spatial resolution of GPX4-regulated tubular cell ferroptosis in I/R-induced AKI

To elucidate the comprehensive molecular alterations in kidneys exposed to ischemia-reperfusion (I/R), we generated a mouse model of bilateral I/R-induced acute kidney injury (AKI) (Supplementary Fig. 1a, b)^14^. Subsequently, we performed single-cell RNA sequencing (scRNA-seq) on the mouse kidneys. Following quality control and batch effect correction (Supplementary Fig. 1c), 10,971 and 10,398 cells from sham and I/R-treated kidneys were designated for graph-based clustering and UMAP-based dimensionality reduction, respectively (Fig. 1a). Cell clusters were annotated by comparing their transcriptional profiles with known cell-type-specific markers (Supplementary Fig. 1d). Among the 10 identified cell populations, we observed a marked decrease in proximal tubular cells and an upswing in innate immune cells, including macrophages and neutrophils (Fig. 1a and b). Given the pronounced alterations in the proximal tubular cell population, we conducted a gene set enrichment analysis (GSEA) on their differentially expressed genes and noticed that signaling pathways associated with ferroptosis were significantly enriched (Fig. 1c). 

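Spatial transcriptomics (ST) counts RNA molecules on a tissue section at a grid of barcoded spots, each of which covers a small piece of tissue that can hold several cells. Here 1 kidney section of the sham group was compared with 1 kidney section of the I/R group, both taken 48 h after surgery, which in I/R was bilateral clamping for 45 min. The sham section gave 3820 spots with 109587040 unique molecular identifiers (UMIs, each standing for 1 captured RNA molecule), with medians of 25915.5 UMIs and 5293 genes per spot. The I/R section gave 3161 spots with 80941925 UMIs, and medians of 23820 UMIs and 5702 genes per spot. The paper states a sequencing depth of at least 100000 reads per spot, whereas the values here use the UMIs.

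The authors made these raw counts with Space Ranger against the mouse genome mm10, for 32285 genes. Every spot held at least 200 genes, the minimum in the paper's methods, so none was left out. UMIs were summed over the spots of a section and divided by the total of that section, scaled to CPM, and ratios are I/R over sham. Mitochondrially encoded genes took 13.5% of UMIs in sham and 9.21% in I/R, and haemoglobin genes took 0.328% and 0.919%. Kap, the androgen-regulated protein of the proximal tubule, alone took 5.76% of UMIs in sham and 2.47% in I/R. The 10 most abundant genes together took 21.1% in sham and 14.7% in I/R. Of the 12937 genes with at least 100 UMIs in each section, 80.4% had a higher CPM in I/R, and their median log2 ratio was 0.32, a ratio of 1.25. Ratios and log2 ratios are therefore also given relative to this median of all genes. The lift varied with expression. For random genes matched on expression to 9 thick ascending limb genes, at 7548 CPM in sham together, the median log2 ratio was 0.06. For random genes matched to 30 genes of NF-kB signaling, at 590 CPM together, it was 0.35. With 1 section per condition no test of a difference was possible, and the 95% intervals cover counting error only.

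Regions are clusters of the spots of each section on its own, made with SCTransform, the first 10 principal components and a resolution of 0.8, and each is described by its leading genes. The positions of the spots on the tissue image were not used here. The matrices labelled as scRNA-seq held the same entries as the ST matrices of the same condition, with 0 entries that differed, so each pair was counted as 1 sample of spots and no single-cell result was computed.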

Next, we executed spatial transcriptomics on the kidney sections (Supplementary Fig. 1e). Notably, kidney injury marker *Lcn*, along with core genes of inflammation and NF-kB signaling, were augmented in I/R-treated kidneys (Supplementary Fig. 1f–h), suggesting tubular cell injury. 

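RNA of tubular injury, inflammation and NF-kB signaling was higher in the I/R section than in the sham section. Lcn2, which encodes the secreted iron-binding carrier lipocalin 2, was at 17.9 CPM in sham and 253 CPM in I/R, a ratio of 14.2 (95% interval, 13.5 to 14.9), or 11.4 relative to the median of all genes. All 17 tubular injury markers were at least 1.5-fold higher, with a median log2 ratio of 2.35, or 2.03 relative to all genes. Of 23 measured inflammation genes, 21 were at least 1.5-fold higher and 2 lay within 1.5-fold, with a median log2 ratio of 2.40. Of 30 genes of NF-kB signaling, 20 were at least 1.5-fold higher and 10 lay within 1.5-fold, with a median log2 ratio of 1.01, and relative to all genes 16 were higher and 1 was lower by that size.

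Havcr1, which encodes the tubular injury marker KIM-1, was at 74.4 CPM in sham and 211 CPM in I/R. In the regions with the highest level of proximal tubule segment 3 genes, however, it was at 269 CPM in sham and 149 CPM in I/R. Those regions are picked by genes that themselves differed between the sections, so I/R spots that lost segment 3 RNA may lie outside them. The ratio was 43.2 (37.7 to 49.6) for Timp1, an inhibitor of matrix metalloproteinases, 17.0 for the hyaluronan receptor Cd44 and 15.8 for Sox9, a transcription factor of tubular repair. Among the inflammation genes, Cxcl5, a chemokine that attracts neutrophils, had 8 UMIs in the whole sham section and 1779 in the I/R section. The cytokine Il6 had 5 and 104 UMIs (ratio 28.2, interval 11.7 to 88.5), and Tnf had 29 and 113. In the NF-kB list the ratio was highest for Birc3, an inhibitor of apoptosis, at 5.23, followed by Nfkbie and Nfkbiz, which encode regulators of NF-kB, at 5.10 and 4.55. Within the I/R section, Lcn2 was highest, at 807 CPM, in the region led by Slc14a2, Alx1 and Fst, while Havcr1 was highest, at 722 CPM, in the region led by S100a9, Cxcl5 and Stra6.

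The lists were written from general knowledge and are not the core genes used in the paper, and 1.5-fold is a measure of size set after the data were seen. The median of each of these lists lay above those of all 10000 random lists of the same size matched on expression. From the higher Lcn2 and the higher core genes of inflammation and NF-kB signaling, the paper proposes tubular cell injury in the I/R-treated kidney.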

Consistent with scRNA-seq data, a ferroptosis gene signature was upregulated in the I/R group (Fig. 1d).

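Genes of ferroptosis, the iron-dependent death of cells by lipid peroxidation, went in both directions between the sham and the I/R section. Of 57 measured drivers and markers of ferroptosis, 14 were at least 1.5-fold higher in I/R, 6 were at least 1.5-fold lower and 37 lay within 1.5-fold, and relative to the median of all genes the numbers were 8, 8 and 41. The higher members included Cybb, the catalytic subunit of the phagocyte NADPH oxidase, with a ratio of 4.96 (95% interval, 4.46 to 5.53), and the lipoxygenase Alox5, with 27 UMIs in sham and 97 in I/R, both genes that myeloid cells express, whose markers were also higher in I/R. Acsl4, which prepares polyunsaturated fatty acids for membrane lipids, had a ratio of 1.59. The member with the largest absolute log2 ratio was Chac1, an enzyme that degrades glutathione and a marker of ferroptosis, at 9.53 CPM in sham and 1.22 CPM in I/R, a ratio of 0.128 (0.103 to 0.158).

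Of 30 genes that protect cells from ferroptosis, 7 were at least 1.5-fold higher, 1 was lower by that size and 22 lay within it, and relative to all genes 5 were higher and 5 lower. The ratio was 3.88 for the metallothionein Mt2, 2.63 for the small heat shock protein Hspb1 and 2.58 for Slc40a1, the iron exporter ferroportin. The median log2 ratio of this defence list was 0.06, and that of the drivers and markers was 0.26, which is -0.06 relative to all genes and lay at percentile 49.4 of the random lists.

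A module score, the mean of a list's genes in a spot minus that of control genes of like expression, was computed with AddModuleScore on SCTransform data. For the drivers and markers it averaged -0.00684 (SD 0.0582 over 3820 spots) in sham and -0.0245 (SD 0.0602 over 3161 spots) in I/R. The difference was -0.0177 and lay below 0 with each of 10 random draws of control genes. In the region with the highest level of segment 3 proximal tubule genes, the mean score was 0.0217 in sham and -0.0522 in I/R. As above, I/R spots that lost segment 3 RNA may lie outside that region. Other pairs of regions that share leading genes went both ways. The score was lower in I/R for those with Fst and Slc14a2 (0.0048 in sham, -0.0265 in I/R) and those with Slc5a2 and Gldc (-0.0276, -0.0357). It was also lower for those with Krt5 and Sprr2a3 (-0.0064, -0.0211) and those with Ucp1 and Cidea (0.0580, 0.0399). Some further pairs reuse a region of the pairs above, and there too the score was lower in I/R. They share Cyp7b1 and Mettl7a2 (0.0217, -0.0440), Nccrp1 (0.0048, -0.0133), Slc14a2 alone (0.0057, -0.0265) and Sptssb (-0.0016, -0.0211). The score was higher in I/R for the pairs with Cyp2a5 (-0.0535 in sham, -0.0384 in I/R) and with Calb1 and S100g (-0.00244, 0.00252). The I/R region that shares Ugt2b37 with the sham region of Cyp2a5 was higher too, at -0.0267. The score has no replicate check, and the paper's text does not name the members of its own list.

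**Figure D1:**
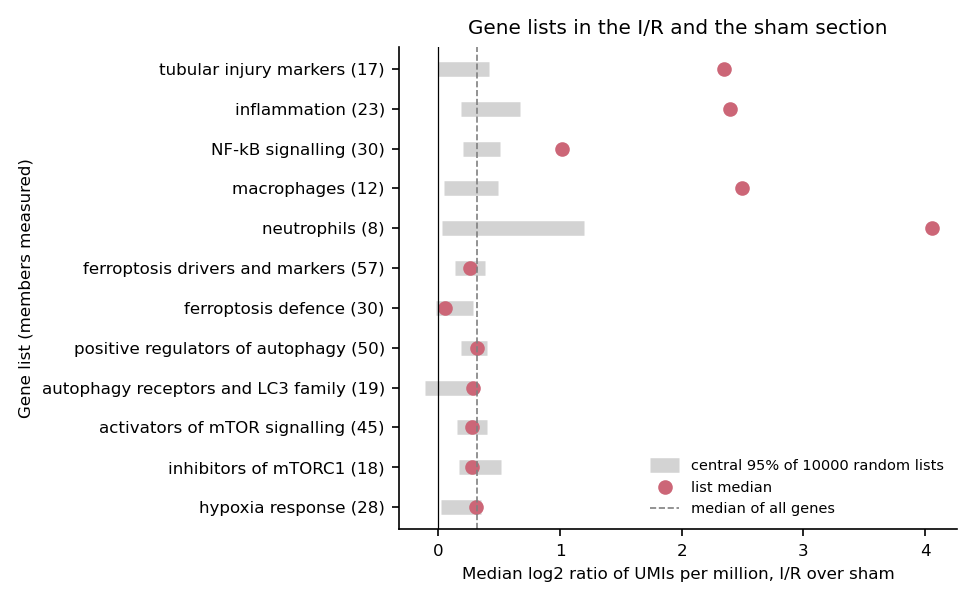
Median log2 ratio of CPM, I/R over sham, of 12 gene lists on the horizontal axis, with the number of measured members beside each name. Points are list medians, grey bars the central 95% of 10000 random lists and the dashed line the median of all genes at 0.32. The injury, inflammation, NF-kB, macrophage and neutrophil lists lie to the right of their grey bars. The autophagy receptors and LC3 family, at 0.285, lie just to the right of theirs, which ends at 0.276. The drivers and markers of ferroptosis lie inside theirs, as do the other lists shown.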

**Fig. 1:**
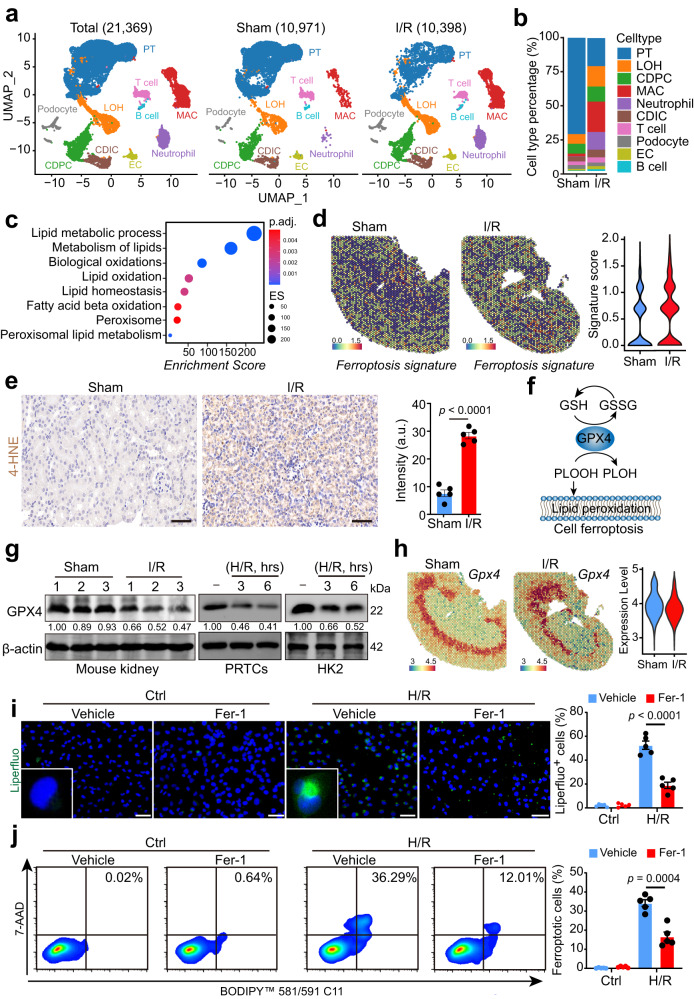
Spatial resolution of GPX4-mediated tubular cell ferroptosis in I/R-induced AKI. Wild-type C57BL/6J mice were subjected to bilateral ischemia/reperfusion (I/R) injury surgery, or a sham operation, and were sacrificed 48 h after the surgery. Injured and normal sham kidneys were harvested for experiments, including single-cell-RNA-sequencing and spatial transcriptomics. **a** UMAP projection of 10,971 cells from the sham kidney, and 10,398 cells from the injured kidney; cell identity was annotated based on cell type-specific markers (see the “Methods” section). **b** A bar plot shows the percentage of each cell type out of the total cells in each group. PT proximal tubular, LOH Loop of Henle, CDPC collecting duct principal cell, MAC macrophage, CDIC collecting duct intercalated cell, EC endothelial cell. **c** A dot plot shows the ferroptosis-associated signaling pathways among the enriched signaling pathways, using GSEA analysis based on the scRNA-seq data of PT cells from I/R-treated and sham kidneys. **d** Spatial feature plots and violin plots of the ferroptosis signature score in ST spots. **e** IHC staining and quantification of 4-HNE expression on kidney sections from sham or I/R-treated mice (*n* = 5); scale bars, 50 μm, a.u.: arbitrary units. **f** Schematic of GPX4-mediated lipid peroxidation and cell ferroptosis. **g** Immunoblot and quantification of GPX4 in mouse kidneys (*n* = 3 per group), primary renal tubular cells (PRTCs), and HK2 cells. **h** Spatial feature plots and violin plots of *Gpx4* in ST spots from sham or I/R-treated mouse kidneys. **i** Representative images and quantification of cell membrane lipid peroxidation stained by the liperfluo probe (*n* = 5 independent experiments), scale bars, 50 μm. **j** Ferroptosis was measured using the fluorescent lipid peroxidation sensor BODIPY™ 581/591 C11 and cell death Dye 7-AAD in HK2 cells treated with or without Fer-1 following H/R induction (*n* = 5 independent experiments). Data are presented as mean ± s.e.m.; statistical significance was determined using an unpaired two-tailed Student’s *t*-test.

We next confirmed the presence of ferroptosis in AKI by finding that I/R-treated kidneys exhibited tubular cell death accompanied by lipid peroxidation, as indicated by TUNEL staining and elevated 4-HNE levels (Fig. 1e, Supplementary Fig. 1i). Moreover, we observed decreased expression of glutathione peroxidase 4 (GPX4), an enzyme vital for neutralizing phospholipid hydroperoxides (PLOOHs) (Fig. 1f), in protein levels (Fig. 1g). To delineate the cellular distribution of GPX4-mediated tubular cell ferroptosis, we examined the spatial expression pattern of *Gpx4*. 

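Gpx4 RNA was found nearly everywhere in both kidneys, and its level over the whole section was lower in I/R. Gpx4 (ENSMUSG00000075706) lies on chromosome 10 of GRCm38 from 80047166 to 80056439. Its level was 2383 CPM (95% interval, 2374 to 2392) in the sham section and 1814 CPM (1805 to 1824) in the I/R section. This is a ratio of 0.761 (0.756 to 0.766), and 0.610 relative to the median of all genes. Gpx4 is abundant, and abundant genes showed less of the general lift, so the relative ratio may overstate its fall. At least 1 Gpx4 UMI was found in 3816 of the 3820 sham spots and in 3157 of the 3161 I/R spots.

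When the spots of both sections were clustered together, 16 regions held at least 20 spots of each section, a minimum set after the data were seen, and 1 further region did not. Gpx4 had a ratio below 1 in all 16, from 0.569 to 0.984. Aifm2, which encodes the ferroptosis suppressor FSP1, was at 15.6 CPM in sham and 16.3 CPM in I/R, a ratio of 1.05 (0.973 to 1.12), or 0.837 relative to all genes.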

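Gpx4 was unevenly spread over the regions of each kidney section. In the sham section it was highest in a region of 370 spots led by Akr1c18, Havcr1, Serpina1b, Mettl7a2 and Cyp7b1, at 3736 CPM (95% interval, 3708 to 3764). This was 1.76 times the level over all other sham spots (1.75 to 1.78). In the I/R section it was highest in a region of 217 spots led by Mettl7a2, Serpina1d, Acsm3, Slc7a12 and Slc7a13, at 3482 CPM (3443 to 3520), which was 2.17 times the level over all other I/R spots (2.14 to 2.19).

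The same regions also had, each in its own section, the highest summed level of 10 genes of proximal tubule segment 3, the straight segment that runs through the outer stripe of the outer medulla. That sum was 3539 CPM in the sham region and 4362 CPM in the I/R region. The next level of Gpx4 in sham was 2914 CPM, in the region led by Smoc2 and Isg15. In I/R the next level was 2427 CPM, in the region led by Slc7a12 and Bcat1. Gpx4 was lowest, at 1317 CPM, in the sham region led by Igfbp2 and Psca, and at 1122 CPM in the I/R region led by Slc14a2, Alx1 and Fst. The highest region was 2.84 times the lowest in sham and 3.10 times the lowest in I/R. The regions were told apart by their genes and not by their place on the tissue.

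**Figure D2:**
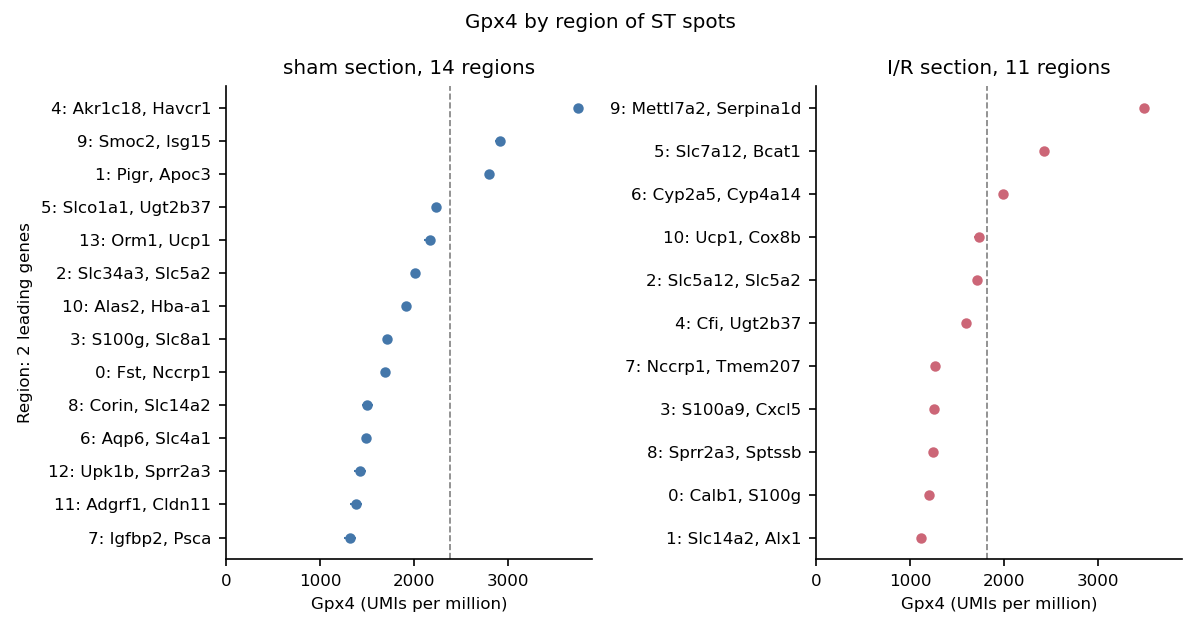
Gpx4 in CPM on the horizontal axis for the 14 regions of the sham section (left) and the 11 regions of the I/R section (right), each named by its number and a pair of leading genes. Points are the level of a region, horizontal bars its 95% counting interval, mostly narrower than the point, and dashed lines the level of the whole section. In each section 1 region stands above the others, at 3736 in sham and 3482 in I/R.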

Intriguingly, *Gpx4* was predominantly expressed in Cluster 1 of sham-treated kidney and Cluster 3 of I/R-treated kidney (Supplementary Fig. 1j), situated at the interface of the inner cortex and outstrip of the medulla. 

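Between the single region of each section taken as outer stripe, Gpx4 mRNA differed by less than between the whole sections. In the regions with the highest level of segment 3 genes, the ratio of I/R to sham was 0.932 (95% interval, 0.919 to 0.945). Scaled by the median ratio of genes with at least 100 UMIs in each of these regions, rather than in the whole sections, it was 0.775. On the log scale of SCTransform data, Gpx4 averaged 4.62 (SD 0.125 over 370 spots) in this region of sham and 4.45 (SD 0.203 over 217 spots) in that of I/R. Over all spots the averages were 3.96 (SD 0.367) in sham and 3.61 (SD 0.420) in I/R. SCTransform was run on each section alone, so these averages are not on 1 scale between the sections. The median depth was 25915.5 UMIs per spot in sham and 23820 in I/R, and part of the differences may come from this. The comparison of the sections therefore rests on CPM. The SDs describe spots of 1 section and not the spread between animals. Of the 10 genes that pick these regions, 5 were at least 1.5-fold lower in I/R over the whole sections and 3 were higher. I/R spots that lost segment 3 RNA may thus lie outside the picked region, and its Gpx4 ratio does not cover them. The I/R region with the highest Havcr1, at 722 CPM, had segment 3 genes at 833 CPM, against 4362 CPM in the picked region. The I/R region next in segment 3 genes, at 2711 CPM, had Gpx4 at 2427 CPM, against 3736 CPM in the picked sham region. With joint clustering, the ratio was 0.984 in the region richest in segment 3 genes. In the regions next in these genes, at 3008, 2569 and 2217 CPM, it was 0.759, 0.852 and 0.824.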

We observed a minor decrease in *Gpx4 mRNA* expression in this region in I/R-treated kidneys (Fig. 1h). To corroborate our findings ex vivo, we created a hypoxia/reoxygenation (H/R) model using primary renal tubular cells derived from the inner cortex of mouse kidneys^15^. H/R induction triggered a decrease in GPX4 protein levels (Fig. 1g) and induced substantial phospholipid peroxidation (Fig. 1i), as evidenced by Liperfluo staining^16^. Furthermore, ferroptotic cell death was detected using the fluorescent lipid peroxidation sensor BODIPY™ 581/591 C11 and cell death Dye 7-AAD to identify cell ferroptosis (Fig. 1j). Inconsistency with protein reduction, the mRNA level of *Gpx4* was not markedly decreased upon I/R induction (Supplementary Fig. 1k and l). Altogether, our findings suggest the significant role of post-transcriptional mechanisms in the reduction of GPX4 following I/R induction, while the contribution of transcriptional regulation appears to be relatively limited.

### OTUD5 interacts with GPX4 to stabilize it in response to H/R

Our subsequent investigation targeted the molecular events underpinning I/R-induced GPX4 reduction. Two common mechanisms for protein post-transcriptional degradation are ubiquitin-dependent proteasomal degradation and autophagy-dependent lysosomal degradation^17^. We employed the proteasomal inhibitor MG132 and the lysosome inhibitor chloroquine (CQ) to specifically block these degradation pathways. Both were found to counteract the loss of GPX4 triggered by H/R, suggesting their involvement in modulating GPX4 homeostasis during H/R exposure (Fig. 2a). We next confirmed the contribution of these pathways to GPX4 decay induced by H/R. Even though GPX4 was not significantly elevated in the lysosome post-H/R induction (Supplementary Fig. 2a), GPX4 ubiquitination levels showed a notable increase with H/R treatment (Fig. 2b), suggesting a potential primary role for the ubiquitin-dependent degradation pathway in GPX4 reduction. The ubiquitin-proteasome system (UPS) and deubiquitinating enzymes (DUBs) are critical for cellular protein homeostasis, executing both post-transcriptional degradation and stabilization^18^. They also play a crucial role in ferroptosis and kidney disease pathology^10,19^. As expected, many UPS/DUBs were abnormally expressed in I/R-exposed mouse kidneys, as revealed by transcriptome sequencing analysis (Supplementary Fig. 2b). We further uncovered any potential UPS/DUB proteins directly targeting GPX4 for degradation. Mass spectrometry (MS) of the purified GPX4 complex allowed us to identify 267 proteins exclusively co-immunoprecipitating with GPX4, including the deubiquitinating proteins OTUB1 and OTUD5, and the E3 ubiquitin ligases TRIM21, UBR5, and XIAP (Fig. 2c).

**Fig. 2:**
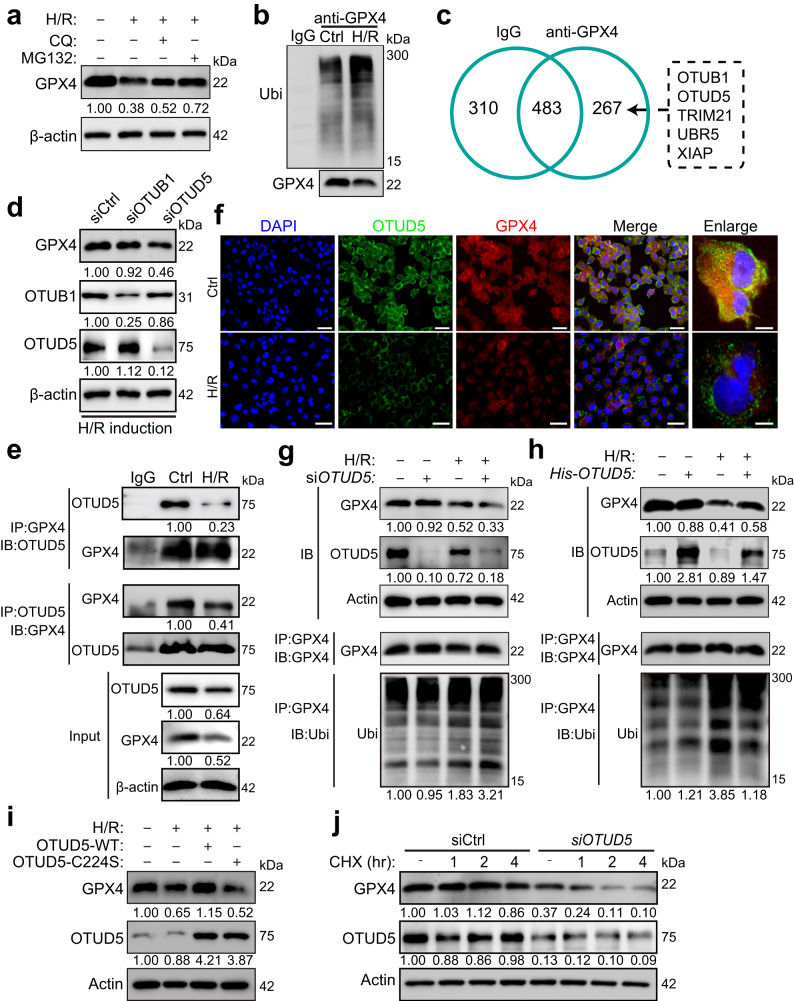
OTUD5 is a GPX4-interacting protein for stabilization in response to I/R. **a** PRTCs were induced by H/R in the presence or absence of the proteasome inhibitor MG132, or the lysosome inhibitor chloroquine (CQ) for 3 h. Cells were collected, and the protein levels were analyzed by immunoblotting. **b** Immunoblot and quantification analysis of GPX4’s ubiquitination in PRTCs upon H/R induction. **c** The protein lysate of HK2 cells was combined with an anti-human GPX4 antibody or the isotype IgG for immunoprecipitation. The number of GPX4 interacting proteins in the protein complex was identified using LC–MS/MS. **d** Immunoblot and quantification analysis of GPX4 expression in HK2 cells infected with siOTUB1 or siOTUD5, respectively. **e** HK2 cells were treated with H/R for 3 h, and the cell lysates were mixed with an anti-human GPX4 or anti-human OTUD5 antibody for immunoprecipitation. The immunoprecipitated protein complex was collected, and protein levels were detected by immunoblotting. **f** Representative fluorescence images of GPX4 and OTUD5 expression in cells treated with or without H/R for 3 h. Scale bar = 50 or 10 μm. **g** Immunoblotting and quantification of GPX4 and OTUD5 expression, and GPX4’s ubiquitination in siOTUD5-infected HK2 cells treated with or without H/R for 3 h. **h** Immunoblotting and quantification of GPX4, OTUD5, and GPX4’s ubiquitination in His-tagged OTUD5 plasmid-infected HK2 cells treated with or without H/R for 3 h. **i** Immunoblotting and quantification of GPX4 and OTUD5 expression in HK2 cells infected with WT OTUD5 or C224S OTUD5 and subjected to H/R for 3 h. **j** Immunoblotting and quantification of GPX4 and OTUD5 expression in siOTUD5-infected HK2 cells, which were pretreated with Cycloheximide (CHX) for 1, 2, or 4 h and subjected to H/R for 3 h.

Upon investigating the expression of the five identified UPS/DUB proteins, we found that levels of OTUD5, OTUB1, and UBR5 were reduced, while levels of TRIM21 and XIAP remained relatively stable following H/R induction (Supplementary Fig. 2c). This suggested that OTUD5 and OTUB1 are potentially responsible for GPX4 stabilization. To verify this, we performed siRNA experiments targeting OTUB1 and OTUD5. We found that upon H/R induction, GPX4 expression drastically reduced with OTUD5 knockdown, an effect not observed in siOTUB1-infected cells (Fig. 2d), implying that OTUD5 could be the deubiquitinating protein responsible for GPX4 stabilization. Spatial resolution revealed the localization of OTUD5 and GPX4 at the mRNA level (Supplementary Fig. 2d). 

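Otud5 RNA was sparse and Gpx4 RNA abundant, so that nearly every spot with Otud5 also held Gpx4. Otud5 (ENSMUSG00000031154), which encodes a deubiquitinase of the OTU family, lies on chromosome X of GRCm38 from 7841364 to 7876626. It gave 2293 UMIs in the sham section and 2511 UMIs in the I/R section. Gpx4 was found in all 1600 sham spots with an Otud5 UMI, for which the exact binomial 95% interval of the share is 99.8% to 100%, and in 1672 of the 1673 such spots of I/R. It was also found in 99.8% of the spots without an Otud5 UMI, in sham as in I/R.

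In the region of highest Gpx4, Otud5 was at 20.9 CPM in sham, 0.998 times the level of the other sham spots (0.891 to 1.12). In that of I/R it was at 24.4 CPM, 0.765 times the level of the other I/R spots (0.662 to 0.879). Counted in UMIs per spot, Otud5 was highest in these same regions, at 1.02 in sham and 1.00 in I/R. That measure was chosen after the data were seen, and it also follows depth. Spots there had medians of 47786 UMIs in sham and 39604 in I/R, against 25915.5 and 23820 over the sections. Between region levels in CPM, Spearman's rho of Otud5 and Gpx4 was -0.622 in sham and -0.736 in I/R. Across spots thinned to equal depth it was -0.0313 and -0.0780. Otub1, which encodes the other deubiquitinase knocked down in the paper, was at 36.8 CPM in sham and 43.3 CPM in I/R, a ratio of 1.18 (1.13 to 1.23), or 0.943 relative to all genes.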

Subsequent reciprocal immunoprecipitation experiments confirmed endogenous interaction between GPX4 and OTUD5, with their interaction being reduced upon H/R induction (Fig. 2e). Furthermore, immunofluorescence analysis confirmed the endogenous colocalization of OTUD5 and GPX4 in the cytosol. Notably, both the expression levels and colocalization of these proteins were reduced following H/R induction. (Fig. 2f).

We hypothesized that OTUD5 could stabilize GPX4 through its deubiquitinating activity, and that H/R-induced GPX4 reduction results from a deficiency in OTUD5 function. Our siRNA experiments confirmed this, revealing stable GPX4 expression in OTUD5-deficient cells under physiological conditions. However, the expression levels of GPX4 and OTUD5 were significantly reduced in cells harboring WT OTUD5, and the loss of GPX4 was markedly increased, along with aggravated ubiquitination, in OTUD5-deficient cells upon H/R stimulation (Fig. 2g). To verify the gain-of-function, we depleted endogenous OTUD5 and subsequently transfected a His-tagged plasmid containing WT OTUD5 into OTUD5-depleted cells. We observed that overexpression of OTUD5 did not impact GPX4 expression under physiological conditions but notably prevented H/R-induced proteasomal degradation, thereby promoting GPX4 abundance (Fig. 2h). The enzymatic activity of OTUD5 is crucial for its deubiquitinating function^20,21^. To confirm this enzymatic activity for GPX4 stabilization, we co-transfected GPX4 with either wild-type (WT) OTUD5 or an enzymatically inactive variant of OTUD5 harboring the C224S mutation (C224S) into cells. We found that, unlike WT OTUD5, the mutant OTUD5 (C224S) was unable to stabilize GPX4 (Fig. 2i). We then asked if OTUD5 could prevent GPX4 degradation. We treated cells with cycloheximide (CHX) to block protein synthesis and observed that the GPX4 degradation timeline significantly shortened in OTUD5-depleted cells under H/R induction (Fig. 2j). These results support the notion that OTUD5 can stabilize GPX4 in renal tubular cells under H/R stimulation.

### *Otud5* deletion renders kidneys susceptible to I/R injury

To explore the effect of OTUD5 loss-of-function on GPX4-mediated renal tubular cell ferroptosis and renal function upon I/R induction in vivo, we engineered renal tubular epithelial cell-specific *Otud5* knockout mice (Fig. 3a). This was accomplished by crossing *Pax8*-Cre and *Otud5*-flox mice, leading to specific *Otud5* knockout in renal tubular epithelial cells (Supplementary Fig. 3a and b). These *Pax8*^Cre^/*Otud5*^fl/fl^ mice presented no obvious kidney dysfunction physiologically, and their renal *Gpx4* mRNA expression remained analogous to wild-type *Otud5*^fl/fl^ mice (Supplementary Fig. 3c). However, post-I/R induction, *Pax8*^Cre^/*Otud5*^fl/fl^ mice exhibited an amplified reduction of renal GPX4 (Fig. 3b, Supplementary Fig. 3b), accompanied by a marked upregulation of 4-HNE and increased cell death. These mice also displayed severe kidney injury, as indicated by heightened tubular damage and a notable presence of cellular debris in the tubular lumen (Fig. 3b).

**Fig. 3:**
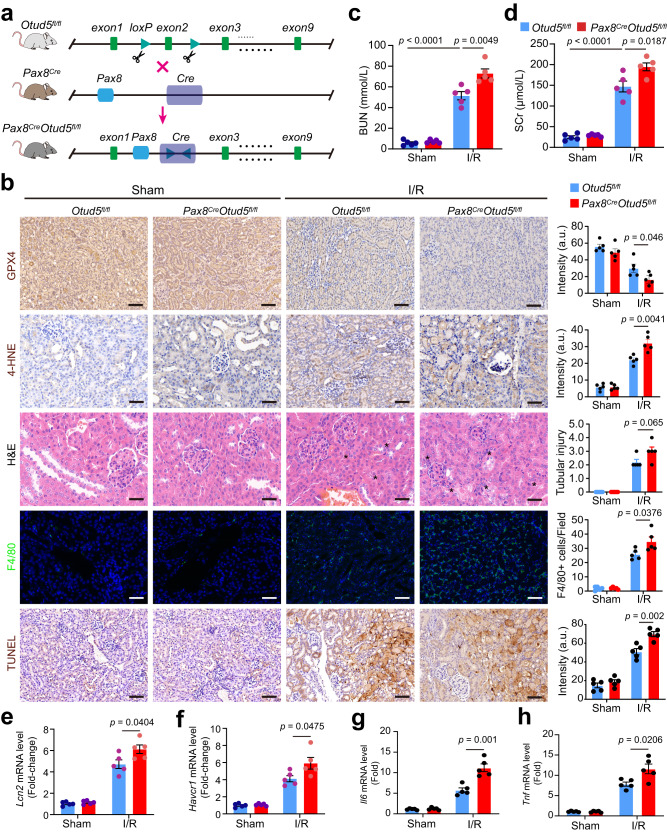
Deletion of Otud5 renders kidneys vulnerable to I/R. **a** The schematic shows the crossing of *Pax8*-Cre mice and *Otud5*-floxed mice to generate renal tubular cell conditional *Otud5* knockout (*Pax8*^*Cre*^*Otud5*^*fl/fl*^) mice. **b** 4–6-week-old *Pax8*^*Cre*^*Otud5*^*fl/fl*^ mice and their WT littermates (*n* = 5) were subjected to kidney I/R surgery. After 48 h, kidneys were collected and subjected to H&E, IHC staining, immunofluorescence analysis, TUNEL staining and quantification for kidney injury score evaluation, GPX4 and 4-HNE expression, F4/80 expression, and cell death, respectively; Scale bars, 50 μm. The asterisk indicates the injured tubular area. a.u.: arbitrary units. **c**–**h** Bar plots show the BUN (**c**), SCr levels (**d**), and mRNA level of kidney injury markers *Lcn* (**e**) and *Havcr1* (**f**) *Il6* (**g**), and *Tnf* (**h**) of *Pax8*^*Cre*^*Otud5*^*fl/fl*^ mice and their WT littermates in response to I/R. All values are presented as mean ± s.e.m., *n* = 5; *p* values were calculated by unpaired two-tailed Student’s *t*-test.

Infiltration of macrophages, immune cells known to mediate the inflammatory response and subsequent resolution post I/R injury^22^, was also markedly increased in *Pax8*^Cre^/*Otud5*^fl/fl^ mice, as shown by immunofluorescence assay (Fig. 3b). Additionally, these mice displayed exacerbated renal dysfunction, with elevated SCr and BUN levels compared to WT mice (Fig. 3c and d). Consistently, renal *Lcn2* and *Havcr1* mRNA levels were higher in *Pax8*^Cre^/*Otud5*^fl/fl^ kidneys relative to WT *Otud5*^fl/fl^ mice (Fig. 3e and f). Furthermore, the *Pax8*^Cre^/*Otud5*^fl/fl^ kidneys displayed a higher expression of pro-inflammatory genes, specifically *Il6*, and *Tnf*, than their WT counterparts (Fig. 3g and h). Collectively, these data underscore the critical role of OTUD5 in regulating renal tubular cell ferroptosis and kidney function during I/R injury.

### OTUD5 shields renal tubular cells from ferroptosis following H/R injury

To discern whether OTUD5 could mitigate GPX4-mediated cell ferroptosis and enhance cell survival, we knocked down *OTUD5* in HK2 cells using siRNA. By utilizing the fluorescent lipid peroxidation sensor BODIPY™ 581/591 C11 and cell death Dye 7-AAD to detect cell ferroptosis^16^, we discovered that individual depletion of *OTUD5* did not instigate cell ferroptosis, but rather sensitized cells to ferroptosis upon H/R exposure (Fig. 4a). Intriguingly, introduction of WT OTUD5, as opposed to catalytically inactive C224S OTUD5, diminished H/R-induced cell ferroptosis (Fig. 4b), indicating a protective role of OTUD5 against renal tubular cell ferroptosis upon H/R. Supporting this assertion, cell viability assays revealed that OTUD5 depletion led to reduced cell viability and slower recovery from H/R (Fig. 4c), whereas the introduction of WT OTUD5, instead of C224S OTUD5, increased cellular resistance to H/R-induced ferroptosis (Fig. 4d). To verify these findings, we isolated PRTCs from the kidneys of *Pax8*^Cre^/*Otud5*^fl/fl^ and their littermate WT *Otud5*^f/f^ mice and subjected them to H/R induction. Liperfluo staining for lipid peroxide revealed that PRTCs from *Pax8*^Cre^/*Otud5*^fl/fl^ mice were more susceptible to H/R-induced peroxidation and ferroptosis compared to those from WT mice (Fig. 4e).

**Fig. 4:**
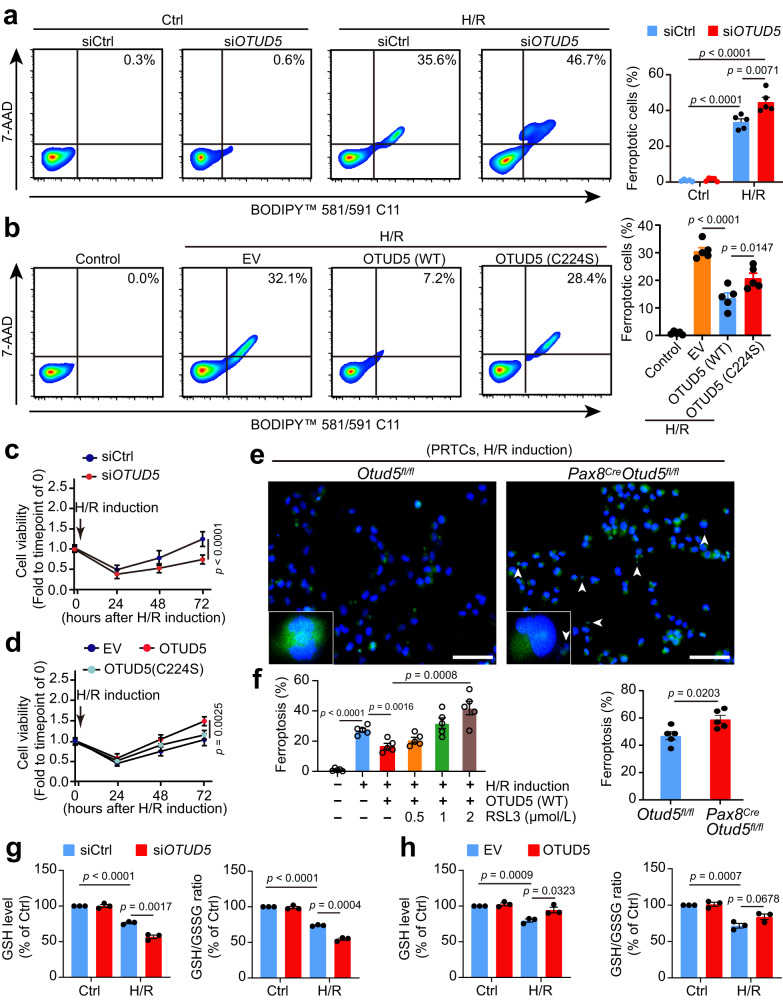
OTUD5 protects renal tubular cells from ferroptosis in response to H/R injury. **a** Ferroptosis was measured using fluorescent lipid peroxidation sensor BODIPY™ 581/591 C11 and cell death Dye 7AAD in siControl or si*OTUD5*-transfected cells 3 h after H/R induction (*n* = 5 independent experiments). **b** Ferroptosis was measured in empty vector (EV), WT *OTUD5*, or enzymatically inactive *OTUD5* (C224S) plasmid-transfected HK2 cells after H/R induction (*n* = 5 independent experiments). **c** Cell viability was measured in siControl or si*OTUD5*-transfected cells at 24, 48, and 72 h after ex vivo I/R induction (*n* = 5 independent experiments). **d** Cell viability was measured in EV, WT *OTUD5*, or *OTUD5*-C224S-transfected cells after H/R induction (*n* = 5 independent experiments). **e** Representative images and quantification of PRTCs ferroptosis from WT and *Pax8*^*Cre*^*Otud5*^*fl/fl*^ mouse stained by liperfluo; white arrowheads represent the broken nucleus in ferroptotic cells (*n* = 5 independent experiments), scale bars: 50 μm. The arrowhead indicates the broken nucleus. **f** Cell ferroptosis was measured in WT OTUD5-transfected cells, either in the presence or absence of various doses of the GPX4 inhibitor RSL3, under H/R induction (*n* = 5 independent experiments). **g** GSH/GSSG ratio and intracellular GSH level were measured in siControl or si*OTUD5*-transfected cells after H/R induction (*n* = 3 independent experiments). **h** GSH/GSSG ratio and intracellular GSH level were measured in EV or WT *OTUD5* plasmid-transfected cells after ex vivo I/R induction (*n* = 3 independent experiments). Data are presented as mean ± s.e.m.; all statistical significance between groups as indicated was determined using an unpaired two-tailed Student’s *t*-test.

We further investigated whether OTUD5 protected renal tubular cells from H/R-induced ferroptosis by stabilizing GPX4. The use of the GPX4 inhibitor RSL3 triggered physiological cell ferroptosis and eliminated the protective effects of OTUD5 under H/R conditions (Fig. 4f), thus confirming the essential nature of the OTUD5/GPX4 axis in mediating renal tubular cell ferroptosis. Additionally, we assessed whether the protective impact of OTUD5 against ferroptosis was unique to H/R. We discovered that altering OTUD5 levels through overexpression or knockdown did not significantly affect ferroptosis triggered by erastin or RSL3 (Supplementary Fig. 4a–d), indicating that the influence of OTUD5 is indeed specific to H/R conditions. Given that GPX4 modulates cell ferroptosis by altering GSH metabolism^23^, we tested whether OTUD5 also reprogrammed GSH metabolism. We observed that both the total intracellular GSH level and GSH/GSSG ratio (an indicator of intracellular antioxidative ability) declined following H/R and this decline was more pronounced in cells lacking OTUD5 (Fig. 4g). Conversely, OTUD5 overexpression mitigated the antioxidant disability observed upon H/R induction (Fig. 4h). These findings suggest that OTUD5, through GPX4 stabilization, protects renal tubular cells from I/R-induced ferroptosis.

### Hypoxia triggers autophagic degradation of OTUD5

Given the above observations, we sought to investigate the reason behind the reduction of OTUD5 following H/R induction. 

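Otud5 RNA was found in all 14 regions of the sham section and in all 11 regions of the I/R section. In 11 of the sham regions and 10 of the I/R regions its CPM lay within 1.5-fold of the level of the whole section. In sham it was highest in the region led by Adgrf1 and Cldn11, at 46.0 CPM (95% interval, 35.2 to 59.1), and lowest in the region led by Orm1, Ucp1 and Cidea, genes that include markers of brown fat, at 15.3 CPM (10.6 to 21.2). In I/R it was highest in the region led by S100a9 and Cxcl5, at 50.5 CPM (45.1 to 56.4), and lowest in the region led by Ucp1 and Cox8b, at 22.0 CPM (16.5 to 28.7). These ranks depended on the measure. In UMIs per spot, Otud5 in sham ran from 0.218, in the region led by Corin and Slc14a2, to 1.02, in that of highest Gpx4. In I/R it was highest, at 1.00, likewise in the region of highest Gpx4. After thinning to equal depth, the share of spots with Otud5 was highest in the regions highest by CPM (25.3% in sham, 35.6% in I/R). It was lowest in I/R in the same region as by CPM, at 14.1%, but in sham in that led by Alas2, at 10.7%. On SCTransform data the I/R ranks held, at 0.558 and 0.303, while in sham the region of highest Gpx4 was highest, at 0.462.

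To look for the renal pelvis, which is lined by urothelium, the sham region with the highest summed level of 9 urothelium genes was taken, a region of 194 spots led by Igfbp2 and Psca. Of its sum of 2388 CPM, Psca alone gave 2322 CPM, and the list's uroplakin genes Upk1a, Upk1b, Upk2 and Upk3a came to 17.4 CPM. Upk3b, a uroplakin gene outside the list, was among its leading genes at 162 CPM. Its genes of collecting duct principal cells came to 16397 CPM, so its markers do not settle that it is urothelium. Its Otud5 level was 34.0 CPM (24.6 to 45.9), which was 1.64 times that of the other sham spots (1.18 to 2.22). Its spots held little RNA, with a median of 6216 UMIs, and counted per spot it had 0.222 Otud5 UMIs, 0.357 times the number in the other spots, a measure chosen after the data were seen. The sham region led by the uroplakin gene Upk1b, chosen after the data were seen, had the list's uroplakin genes at 1016 CPM. Its Otud5 level was 21.8 CPM (14.8 to 30.9), 1.04 times that of the other spots, with 0.272 Otud5 UMIs per spot, 0.446 times their number. On the log scale of SCTransform data the mean of Otud5 was 0.209 in the region picked by the 9 genes and 0.199 in the uroplakin region, and it ran from 0.196 to 0.462 over the sham regions. With a resolution of 0.4, the level in the region picked by the 9 genes was 0.989 times that of the other spots.

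**Figure D3:**
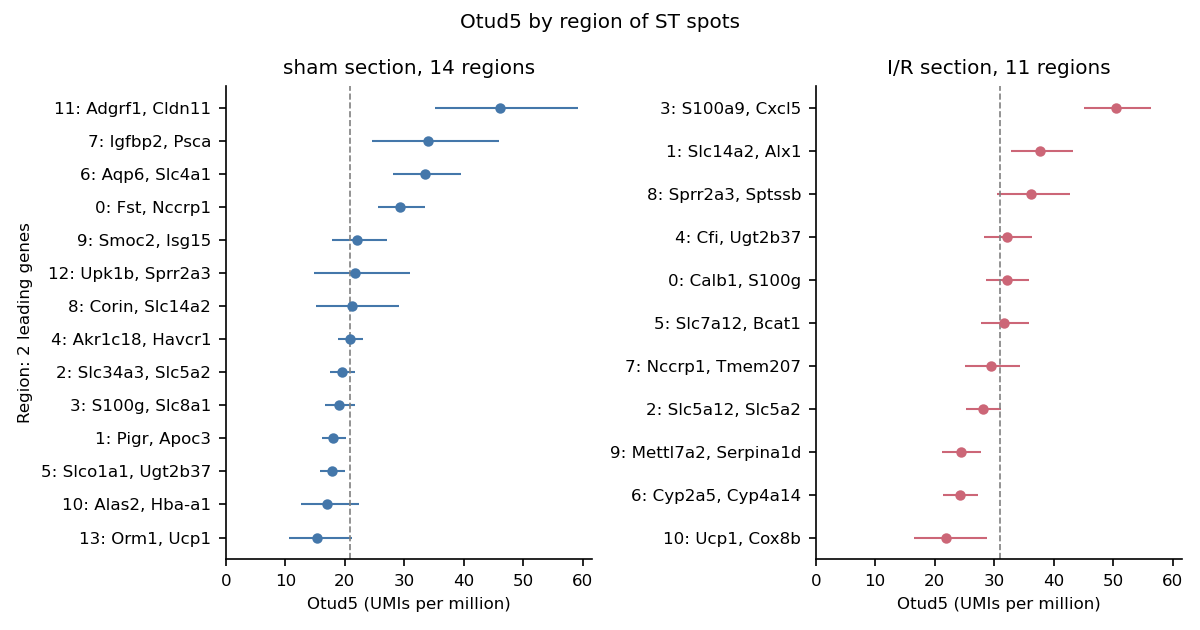
Otud5 in CPM on the horizontal axis for the 14 regions of the sham section (left) and the 11 regions of the I/R section (right), each named by its number and a pair of leading genes. Points are the level of a region, horizontal bars its 95% counting interval and dashed lines the level of the whole section. The regions at 46.0 in sham and 50.5 in I/R stand highest, and those at 15.3 and 22.0 lowest.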

We initially defined the spatial expression pattern of *Otud5*, noting its consistent presence across the whole renal parenchyma, except for a reduction in Cluster 4 of the sham kidney, identified as the renal pelvis (Supplementary Fig. 5a). And, qPT-PCR analysis confirmed no significant changes were observed in *Otud5* expression after H/R treatment (Supplementary Fig. 5b), hinting at non-transcriptional mechanisms contributing to OTUD5 reduction. To elucidate the underlying mechanisms, we conducted RNA sequencing (RNA-seq) on H/R-treated PRTCs. KEGG analysis indicated that H/R activated autophagy and several well-known signaling pathways, including the hypoxia-related HIF-1 signaling, mTOR activity^24^, and PI3K/AKT^25^ and MAPK^26^ linked to autophagy regulation (Fig. 5a). GSEA analysis of scRNA-seq data also revealed enrichment of cellular response to hypoxia and autophagy pathways in PT cells of I/R-treated kidneys (Fig. 5b). Likewise, the spatial transcriptomic analysis demonstrated an increased expression of autophagy gene signature in injured kidneys compared to sham ones (Fig. 5c). 

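Genes that promote autophagy differed little between the sham and the I/R section relative to other genes. In a list of 19 autophagy receptors and LC3 family genes, 15 had a higher CPM in I/R and 4 a lower one. Of 50 positive regulators of autophagy, 5 were at least 1.5-fold higher in I/R, 0 were lower by that size and 45 lay within it, and 44 of the 50 had a higher CPM in I/R by any size. Relative to the median of all genes, 0 were higher, 1 was lower and 49 lay within 1.5-fold. The largest ratios were those of Wipi1, which binds the growing autophagosome membrane, at 1.71 (95% interval, 1.61 to 1.83), and of Tfe3, a transcription factor of lysosomal genes, at 1.57. Becn1 had a ratio of 1.16 and Atg5 of 1.13, which relative to all genes are 0.927 and 0.905. Of 19 autophagy receptors and LC3 family genes, the lysosomal proteases Ctsb and Ctsd had ratios of 1.76 and 1.74, while Sqstm1, which encodes the receptor p62, had a ratio of 0.558 (0.550 to 0.567), Map1lc3a of 0.650 and Map1lc3b of 1.14, or 0.910 relative to all genes.

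The median log2 ratio of the positive regulators was 0.32, which is -0.0021 relative to all genes and lay at percentile 67.6 of the random lists. That of the receptors and LC3 family was 0.28, or -0.04 relative to all genes, and lay at percentile 98.0 of its random lists, with 15 of 19 higher in I/R. The autophagy module score averaged -0.0522 (SD 0.0642 over spots) in sham and -0.0553 (SD 0.0657) in I/R. The difference of -0.00311 lay below 0 in 9 of 10 draws of control genes. As for ferroptosis, the sections were scaled apart, and LogNormalize gave -0.00259 on all spots and -0.00353 on thinned spots.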

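Otud5 had a higher CPM in the I/R section than in the sham section, and its rank correlation with the autophagy score across spots was near 0. Its level was 20.9 CPM (95% interval, 20.1 to 21.8) in sham and 31.0 CPM (29.8 to 32.3) in I/R, a ratio of 1.48 (1.40 to 1.57), or 1.19 relative to the median of all genes. When every spot was thinned to 8200 UMIs, an Otud5 UMI was found in 16.5% of 3446 sham spots (exact binomial interval, 15.3% to 17.8%) and in 23.6% of 3029 I/R spots (22.1% to 25.2%), with 374 and 132 shallower spots left out. Without thinning the shares were 41.9% and 52.9%. In jointly clustered regions the ratio of Otud5 was above 1 in 15 of 16, from 0.987 to 1.97.

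Spearman's rho between Otud5 on SCTransform data and the autophagy score was 0.00669 across the sham spots and 0.00458 across the I/R spots. With thinned UMIs of Otud5 and a LogNormalize score on thinned spots it was 0.0217 in sham and -0.00190 in I/R. Between region levels it was 0.169 over the 14 sham regions and -0.391 over the 11 I/R regions. Spots and regions of 1 section are not replicates, so no p is given. Otud5 averaged 0.600 UMIs per spot in sham and 0.794 in I/R, or 0.185 and 0.275 after thinning. Counting noise at such levels draws rho across spots towards 0, so a rho near 0 does not exclude a relation. The parallel that the paper describes is between the conditions, and rho within a section does not address it.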

Notably, we observed a parallelism between enhanced autophagy signature expression and decreased *Otud5* expression following I/R injury (Fig. 5d).

**Fig. 5:**
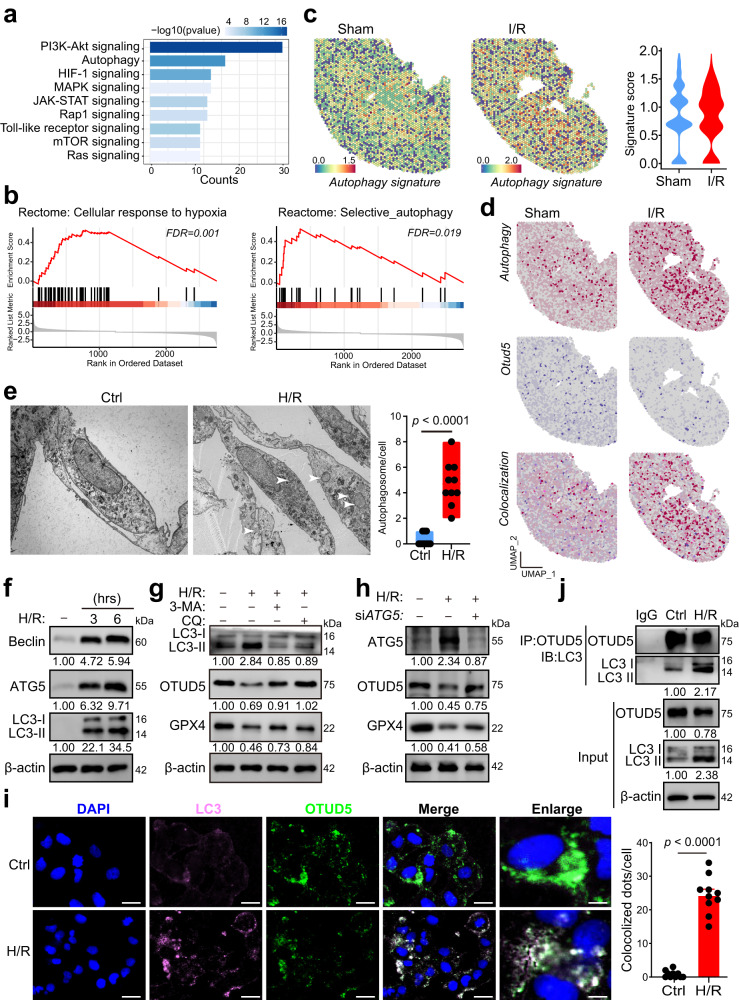
Hypoxia activates autophagy degradation of OTUD5. **a** PRTCs were treated with H/R for 3 h, followed by RNA isolation and sequencing. A bar plot shows autophagy-associated signaling pathways among the enriched signaling pathways using KEGG analysis. Statistical significance between groups, as indicated, was determined using Fisher’s exact test. **b** GSEA analysis shows that the Reactome signaling terms: selective autophagy and cellular response to hypoxia were significantly enriched based on the scRNA-seq data of PT cells from I/R-treated kidneys and sham kidneys. **c** Spatial feature plot and Violin plot of autophagy signature score in ST spots of the two groups. **d** Feature plot of *Otud5* expression, autophagy signature, and their colocalization in ST spots of the two groups. **e** PRTCs were treated with H/R for 3 h and observed for autophagosome formation using a transmission electron microscope (TEM). The representative TEM images and quantification of autophagosomes (white arrowhead) are displayed (*n* = 10 independent cells). *p* values were calculated by unpaired two-tailed Student’s *t*-test. **f** PRTCs were treated with H/R for 3 or 6 h, and cells were collected and analyzed by immunoblotting. **g** PRTCs were treated with H/R for 3 h in the presence or absence of the proteasome inhibitor 3-MA, or the lysosome inhibitor chloroquine (CQ). Cells were collected and analyzed by immunoblotting. **h** PRTCs were transfected with siControl or si*ATG5* for 48 h and treated with or without H/R. Cells were collected and analyzed by immunoblotting. **i** Representative fluorescence images of LC3 and OTUD5 in HK2 cells treated with or without H/R (*n* = 10 independent cells). Scale bar = 50 or 10 μm. **j** Cells were treated with H/R for 3 h and collected to analyze the interaction of LC3 and OTUD5 using immunoprecipitation (IP). Data are from three independent experiments and presented as mean ± s.e.m., statistical significance between groups as indicated was determined using an unpaired two-tailed Student’s *t*-test.

Autophagy, a lysosome-dependent protein degradation mechanism crucial for cellular homeostasis^27^, emerged as a potential mediator of OTUD5 reduction following H/R. Initial evidence showed substantial autophagy activation under H/R conditions (Fig. 5e and f). Importantly, the use of the lysosome inhibitor chloroquine (CQ) effectively counteracted H/R-induced OTUD5 reduction and contributed to GPX4 abundance (Fig. 5g). Of the three main autophagy pathways, macroautophagy, endosomal microautophagy, and chaperone-mediated autophagy (CMA)^28^, only inhibition of macroautophagy via the inhibitor 3-methyladenine (3-MA) rescued OTUD5 and GPX4 expression (Fig. 5g). Using siRNAs targeting HSC70 and VPS4AB, respectively, neither the inhibition of CMA nor endosomal microautophagy showed any effects on OTUD5 and GPX4 expression (Supplementary Fig. 5c and d). Further validating these findings, we revealed that genetic knockdown of autophagy regulator ATG5 prevented H/R-induced OTUD5 and GPX4 loss (Fig. 5h). Immunofluorescence analysis highlighted the H/R-induced enhancement of autophagy-executing protein LC3 expression and its colocalization with OTUD5 (Fig. 5i). An immunoprecipitation assay showed an increased interaction between LC3 and OTUD5 under H/R conditions (Fig. 5j).

We subsequently examined whether autophagy could bypass OTUD5 to degrade GPX4 directly. Surprisingly, we observed that H/R did not augment the lysosomal level of GPX4 (Supplementary Fig. 2a), and 3-MA failed to rescue H/R-induced GPX4 reduction in OTUD5-depleted cells (Supplementary Fig. 5e). This indicates that OTUD5 plays an essential role in stabilizing GPX4. Considering other potential post-transcriptional mechanisms, we investigated the ubiquitin ligase UBR5, which has been reported to mediate OTUD5 abundance post-transcriptionally^29^. Our prior data also demonstrated potential interaction between UBR5 and OTUD5, as both were part of the GPX4 complex (Fig. 2c). However, UBR5 knockdown failed to rescue H/R-induced OTUD5 reduction (Supplementary Fig. 5f), ruling out the potential role of ubiquitin degradation in the reduction of OTUD5 in response to H/R. Taken together, our results strongly suggest that H/R induces the autophagic degradation of OTUD5.

### H/R diminishes OTUD5 by suppressing mTORC1 signaling

Autophagy, which is activated when mTOR signaling is inhibited, allows cells to survive under stress^24^. We aimed to investigate whether mTORC1 activity regulates autophagic degradation of OTUD5 induced by H/R and whether it protects cells from GPX4-mediated ferroptosis. Through the lens of spatial transcriptomics applied to injured renal tissues, we found an enhanced expression of the mTOR activity signature (Fig. 6a), in line with our RNA-seq data (Fig. 5a). 

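Genes that activate mTOR signaling, which couples growth to nutrients, differed little between the sham and the I/R section relative to other genes. Of 45 activators, 7 were at least 1.5-fold higher in I/R, 0 were lower by that size and 38 lay within it, and relative to the median of all genes the numbers were 2, 1 and 42. The largest ratios were those of the amino acid transporter Slc7a5, at 1.97 (95% interval, 1.64 to 2.37), the growth factor Igf1, at 1.95, and the kinase Rps6ka1, at 1.81. Mtor itself was at 75.1 CPM in sham and 90.4 CPM in I/R, with a ratio of 0.965 relative to all genes, and Rps6kb1, which encodes the mTORC1 substrate S6 kinase, had a ratio of 1.33. Of 18 inhibitors of mTORC1, 4 were at least 1.5-fold higher and 14 lay within that size, and relative to all genes 1 was higher and 17 lay within. Ddit4, which is induced by hypoxia and stress, had a ratio of 2.73 (2.58 to 2.89), and Tsc1 of 1.29.

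The median log2 ratio of the activators was 0.27, or -0.05 relative to all genes, at percentile 48.0 of the random lists, and that of the inhibitors was 0.28. The mTOR module score averaged -0.00191 (SD 0.0641 over spots) in sham and 0.00118 (SD 0.0664) in I/R. The difference of 0.00309 lay above 0 in 8 of 10 draws of control genes, with the sections scaled apart as for the other scores. With LogNormalize in place of SCTransform it was 0.00132 on all spots and -0.0013 on spots thinned to 8200 UMIs.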

We also observed that H/R induced a time-dependent activation of mTORC1 activity (Fig. 6b). Instead of the mTORC1 inhibitor rapamycin, the mTORC1 activator MHY1485 significantly restored the levels of OTUD5 and GPX4 reduced by H/R (Fig. 6c), suggesting that mTORC1 plays a beneficial role in maintaining OTUD5 homeostasis. During ischemia, renal mTORC1 activity is known to be repressed, a response that is reversed during the reperfusion stage^30^. We analyzed mTOR activity during the hypoxic phase (oxygen deprivation) to investigate whether hypoxia suppresses mTORC1 activity. We utilized HK2 cells, which possess a higher endogenous mTOR activity compared to primary renal tubular cells (Supplementary Fig. 6a). Our findings indicated that hypoxia inhibited mTORC1 activity as well as the protein levels of OTUD5 and GPX4 (Fig. 6d), suggesting that H/R-induced OTUD5 reduction occurs at the early stage of hypoxia. Hypoxia-induced mTOR inhibition is dependent on the negative regulator TSC1^31^. Consistent with this, we found that the knockdown of TSC1 substantially protected OTUD5 and GPX4 from hypoxia-induced loss (Fig. 6e). Further, we explored the functional role of mTORC1 signaling in GPX4-mediated renal tubular cell ferroptosis. Our data showed that MHY1485 significantly mitigated cellular oxidation status (Supplementary Fig. 6b and c), autophagy (Fig. 6f), and cell ferroptosis (Fig. 6g) in response to hypoxia. Overall, these findings suggest that mTORC1 regulates GPX4 homeostasis via OTUD5 autophagy, which plays a vital role in enabling renal tubular cells to resist I/R-induced ferroptosis.

**Fig. 6:**
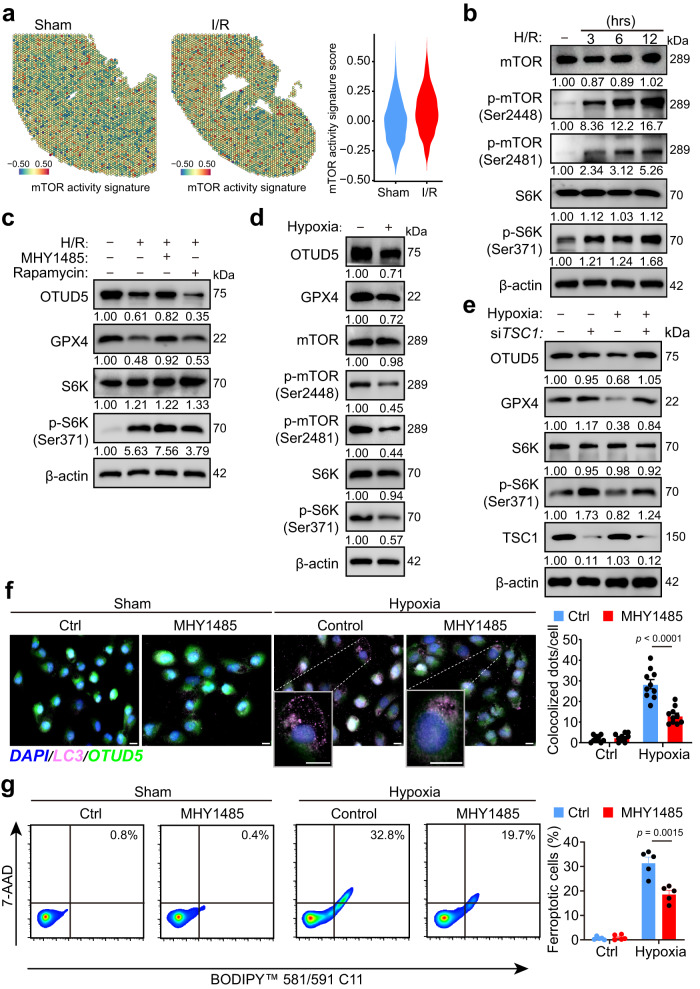
H/R reduces OTUD5 through repressing mTORC1 signaling. **a** Spatial feature plot and Violin plot of mTOR activity signature score in ST spots of the two groups. **b** PRTCs were treated by H/R for 3, 6, or 12 h and then collected and analyzed by immunoblotting. **c** Cells were treated by H/R in the presence of mTOR activator MHY1485 or mTOR inhibitor rapamycin for 3 h and then collected and analyzed by immunoblotting. **d** HK2 cells were treated with hypoxia condition for 6 h and then collected and analyzed by immunoblotting. **e** HK2 cells were transfected with siControl or si*TSC1* for 48 h and treated with or without hypoxia condition. Cells were collected and analyzed by immunoblotting. **f**, **g** HK2 cells were treated with hypoxia conditions in the presence or absence of mTOR activator MHY1485. And cells were collected for ferroptosis detection using flow cytometry. And cells were collected for detecting OTUD5’s autophagy (**f,** *n* = 10 independent cells) using IF staining, and cell ferroptosis (**g**, *n* = 5 independent experiments) using flow cytometry. The magnification images show the degrading OTUD5 in the lysosome (LC3). Scale bar, 20 μm.; Data are presented as mean ± s.e.m., statistical significance between groups, as indicated, was determined using an unpaired two-tailed Student’s *t*-test.

### AAV-mediated OTUD5 therapy protects renal function against I/R injury

Given our findings, we proceeded to investigate whether OTUD5 could serve as a potential therapeutic target for I/R-associated AKI. We employed an intravenous injection strategy of mouse *Otud5*-packaged AAV to create a mouse strain that consistently expresses OTUD5 (Fig. 7a). Mice receiving AAV-delivered *Otud5*, henceforth referred to as OTUD5^+^ mice, successfully demonstrated ectopic expression of OTUD5 (Supplementary Fig. 7b). These OTUD5^+^ mice displayed overall normality with similar GPX4 levels at both mRNA and protein levels when compared to their littermate WT counterparts (Supplementary Fig. 7b). When subjected to I/R injury, the kidneys of OTUD5^+^ mice showed a minor upregulation of mTORC1 activity and a decrease in autophagy compared to WT mice (Supplementary Fig. 7c), suggesting the existence of a potential feedback suppression mechanism. Importantly, the widespread degradation of GPX4 was noticeably less, and GPX4 levels were higher in OTUD5^+^ mice compared to WT mice (Supplementary Fig. 7c). In terms of functionality, the kidneys of OTUD5^+^ mice presented with lower levels of BUN, SCr, and lipid peroxidation (as indicated by 4-HNE expression), as well as reduced cell death and immune infiltration (Fig. 7b–d). Specifically, the injured kidneys of OTUD5^+^ mice exhibited reduced levels of kidney injury biomarkers such as *Lcn, Havcr1*, and macrophage infiltration (Fig. 7e–g) as well as pro-inflammatory genes *Il6*, and *Tnf* compared to WT mice (Fig. 7h, i). Taken as a whole, our findings highlight the role of OTUD5 in preserving renal functionality during I/R injury.

**Fig. 7:**
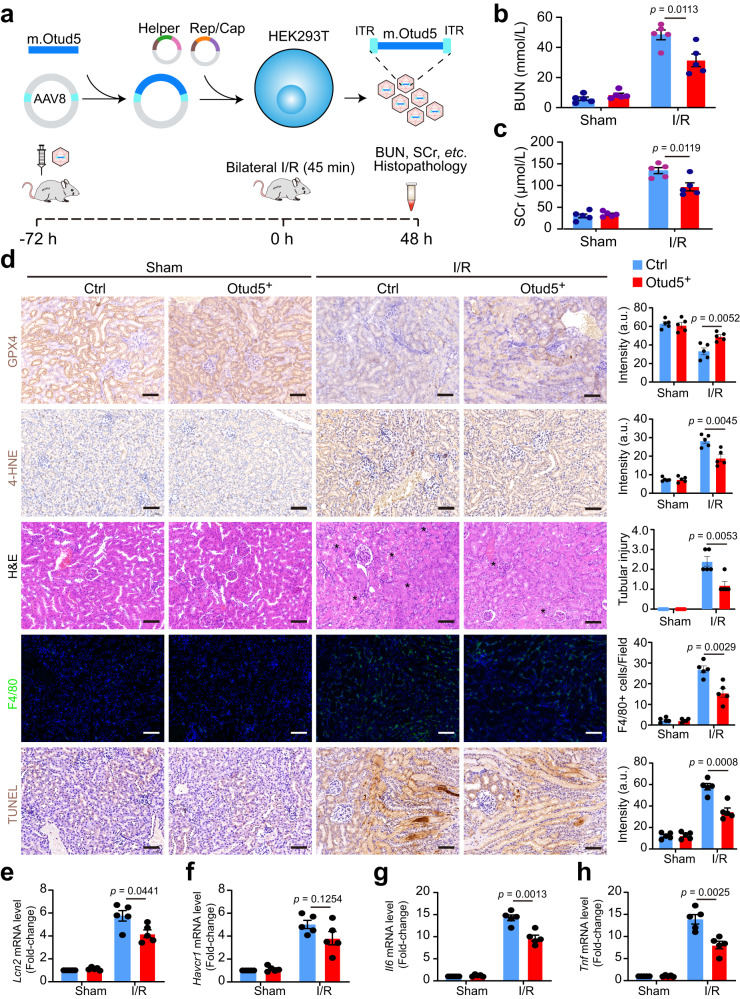
AAV-mediated OTUD5 therapy protects renal function against I/R injury. **a** Schematic shows the generation of AAV-*Otud5* virus. **b** 4–6-week-old C57BL/6J mice were intravenously injected with a single dose of 3 × 10^11^ copies of *Otud5*-contained virus. 48 h after injection, mice were subjected to I/R surgery and lived for another 48 h. **b**, **c** Levels of BUN and SCr were analyzed in control and *Otud5*-expressed mice before and 48 h after I/R surgery (*n* = 5). **d** Kidneys were collected and subjected to H&E, IHC staining, immunofluorescence analysis, TUNEL staining, and quantification for evaluating kidney injury score, GPX4, and 4-HNE expression, F4/80 expression, and cell death, respectively. Representative images of IHC staining for GPX4 and 4-HNE, H&E, F4/80-positive cells, and TUNEL staining in kidney sections from control and Otud5-expressed mice (*n* = 5); Scale bars, 50 μm. The asterisk indicates the injured tubular area. a.u.: arbitrary units. **e–h** The mRNA levels of *Lcn2*, *Havcr1, and Tnf* were analyzed in the kidneys of control and *Otud5*-expressed mice before and 48 h after I/R surgery. Data are mean ± s.e.m., *n* = 5; statistical significance between groups as indicated was determined using an unpaired two-tailed Student’s *t*-test.

## Discussion

Kidney exposure to I/R triggers a series of detrimental events including apoptosis, ferroptosis, and necroptosis within renal tubular cells. These events can transition into AKI and may further progress to irreversible chronic kidney diseases (CKD) and kidney fibrosis^32^. Given that ferroptosis is a key molecular event contributing to AKI, its inhibition emerges as a promising strategy for AKI treatment. Our current study elucidates the spatial distribution and regulatory mechanisms of GPX4-mediated tubular cell ferroptosis in the context of I/R-induced AKI. We show that I/R instigates ferroptosis in renal tubular cells by suppressing the protein level of GPX4 through post-transcriptional modifications and identify the deubiquitinase protein OTUD5 as a protective partner of GPX4, shielding this protein from ubiquitin proteasomal degradation. We reveal that OTUD5 confers resistance to ferroptosis in response to I/R in renal tubular cells in vitro and mitigates the severity of AKI in vivo. From a mechanistic perspective, our study provides evidence that the ubiquitin-mediated degradation of GPX4 induced by I/R is due to the compromised ability of OTUD5 to deubiquitinate GPX4, a process compromised by hypoxia induction. Furthermore, our research unravels the mechanism regulating the reduction of OTUD5. Specifically, hypoxia inhibits mTOR activity, thereby activating the autophagy lysosomal pathway, which subsequently targets OTUD5 for degradation. Our investigation provides the first evidence of a mTORC1/OTUD5/GPX4 regulatory axis in renal tubular cells under I/R conditions. This regulatory axis presents a promising target for therapeutic intervention in I/R-associated AKI.

The findings from our scRNA-seq and spatial transcriptomics delineate a novel facet of AKI pathophysiology, characterized by the infiltration of pro-inflammatory immune cells alongside the loss of renal tubular cells. 

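Markers of macrophages and neutrophils were higher in the I/R section, and markers of kidney tubules differed by segment. All 12 macrophage genes were at least 1.5-fold higher in I/R, with a median log2 ratio of 2.18 relative to all genes. Among them Lyz2, the lysozyme of myeloid cells, had a ratio of 19.4 (95% interval, 18.7 to 20.2) and the mannose receptor Mrc1 a ratio of 12.8. All 8 measured neutrophil genes were at least 1.5-fold higher, with a median log2 ratio of 4.05, and the calgranulins S100a8 and S100a9 had ratios of 18.1 and 16.7. Of 8 T cell genes 7 were higher by that size, and of 6 B cell genes 2 were higher and 1 was lower, while relative to all genes 5 T cell genes were higher, and 2 B cell genes were higher and 3 lower.

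Of 16 genes of proximal tubule segments 1 and 2, 1 was at least 1.5-fold higher and 15 lay within that size, with a median log2 ratio of 0.11, or -0.21 relative to all genes. Of 10 genes of segment 3, 5 were at least 1.5-fold lower, 3 were higher and 2 lay within, with a median log2 ratio of -0.28, or -0.60 relative to all genes. In this list Cyp7b1, a hydroxylase of oxysterols, had a ratio of 0.231, the organic anion transporter Slc22a7 of 0.280 and the amino acid transporter Slc7a12 of 5.08. Cyp7b1 is also in a list of kidney genes known to be higher in males, with a median log2 ratio of -0.56, and Slc7a12 in a list of those higher in females. The median log2 ratio was -0.23 for 9 thick ascending limb genes, among them Egf with a ratio of 0.671, and -0.60 for 8 genes of collecting duct principal cells, among them the water channel Aqp2 with a ratio of 0.515. It was -0.24 for 7 thin limb genes, 0.46 for 6 genes of the distal convoluted tubule and 0.29 for 8 genes of intercalated cells, which is -0.03 relative to all genes. Podocyte genes had a median of 0.72 and endothelial genes of 0.01, or -0.31 relative to all genes.

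The macrophage and neutrophil medians lay above those of all 10000 random lists, and that of collecting duct principal cells lay below them all. Among the other tubule lists the percentile was 0.03 for segment 3, 0.16 for the thin limb, 2.1 for the thick ascending limb, 37.5 for intercalated cells, 70.7 for segments 1 and 2 and 88.0 for the distal convoluted tubule. These values are shares of the RNA of a section, and they count neither cells nor their loss.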

Notably, we observed that immune cells, especially macrophages, were overrepresented in the scRNA-seq data compared to histological changes. This discrepancy is likely due to the selective process during the suspension preparation phase, which aims to obtain the necessary cell numbers and viability for sequencing by excluding dead renal tubular cells. Furthermore, there was a marked enrichment of ferroptosis-regulating pathways that became pronounced upon I/R insult. This provides compelling evidence for the understanding that ferroptosis, an iron-dependent cell death module, is a major player in AKI pathogenesis. Our data are consistent with previous reports that have alluded to the involvement of ferroptosis in AKI^33,34^, yet extend them by uncovering the spatial distribution of key enzyme GPX4, which is integral to the regulation of this cell death process. We found that *Gpx4*, key in the orchestration of ferroptotic processes, is predominantly expressed in a region highly susceptible to I/R injury, i.e., the interface of the inner cortex and the medulla. This spatial resolution adds a new dimension to our comprehension of the heterogeneity of renal susceptibility to I/R injury. While our observation of a decrease in GPX4 expression upon I/R insult aligns with the known role of GPX4 in preventing ferroptosis^35^, it provides novel insights into its spatial distribution, thereby enriching the current knowledge base on the tissue-level regulation of ferroptosis in AKI.

Our investigation illuminates key insights into the molecular mechanisms underlying I/R-induced GPX4 reduction, contributing significantly to the broader knowledge base of GPX4 regulation and its role in AKI. We observed that the ubiquitin-dependent proteasomal degradation pathway, mediated by the deubiquitinating enzyme OTUD5, plays a central role in the stability of GPX4, contrasting with previous studies that suggested an almost exclusive role of lysosomal degradation in post-transcriptional regulation of GPX4^36^. This discrepancy highlights the complexity of the post-transcriptional regulation of GPX4 and emphasizes the need for further studies. In agreement with prior research underscoring the role of the ubiquitin-proteasome system (UPS) in protein homeostasis^19^, our work further extends this knowledge by identifying OTUD5 as a specific deubiquitinating enzyme involved in GPX4 regulation. The identification of OTUD5 as a critical stabilizer of GPX4 presents an intriguing link between UPS and ferroptosis, areas that have traditionally been studied separately. Our work thereby sets the stage for further examination of OTUD5 and the UPS in regulating GPX4, with direct implications for understanding cell ferroptosis and AKI. Extension of our findings could potentially elucidate novel therapeutic strategies for AKI. Specifically, the role of OTUD5 in stabilizing GPX4 suggests that therapeutic modulation of its activity might be a feasible strategy for controlling GPX4 levels, thus manipulating the course of ferroptosis and ultimately, the progression of AKI.

Through a series of experiments, we demonstrate that OTUD5 plays a protective role against ferroptosis and contributes to cell survival. The protective role of OTUD5 is largely linked to its stabilizing effect on GPX4. Furthermore, the severe kidney injury, marked increase in inflammation, and heightened renal dysfunction exhibited by OTUD5-deleted mice confirm the critical role of OTUD5 in mitigating the damaging effects of I/R injury. This discovery offers a new perspective on the potential function of OTUD5 in modulating inflammation during AKI. As our results demonstrate that H/R conditions cause the autophagic degradation of OTUD5, it opens up the possibility for future research to explore strategies aimed at stabilizing OTUD5 to preserve GPX4 and prevent ferroptosis. Moreover, we found that H/R conditions diminish OTUD5 by suppressing mTORC1 signaling, which creates an intriguing connection between mTORC1 activity and the regulation of ferroptosis. This relationship provides a novel potential research path: the manipulation of mTORC1 signaling as a means to prevent the autophagic degradation of OTUD5. Such investigations could significantly enhance our comprehension of the underlying mechanisms of cell ferroptosis-regulated AKI and could potentially lead to new therapeutic interventions.

Given that OTUD5 destabilization results in GPX4 decay after I/R induction, the molecular mechanisms that control OTUD5 reduction in these conditions have come into focus. OTUD5 is known to be regulated post-transcriptionally by UBR5^29^, and also through phosphorylation mediated by mTORC1 signaling^37^. The mTOR signaling pathway is key to maintaining renal tubular homeostasis. Yet, its dysregulation can lead to renal cell death and a variety of kidney diseases, including AKI^38^. Interestingly, rapamycin, an inhibitor of mTORC1, has been observed to impair tubular cell regeneration and delay renal function recovery following AKI^39^. Conversely, it has also been shown to mitigate I/R injury^40^. This illustrates the paradoxical role of mTOR signaling in renal injury, underscoring the need for further elucidation. Our study presents an unexpected and previously unknown mechanism responsible for OTUD5 degradation. We found that the autophagic lysosomal pathway, activated by mTORC1 inhibition under hypoxic conditions, plays a critical role. Prior research has demonstrated that OTUD5 modulates mTORC1 activity by destabilizing its inhibitory core proteins^41^. However, in our current investigation, we did not observe this reciprocal regulation of OTUD5 on mTORC1 activity in renal tubular cells during I/R injury.

Therapeutic strategies targeting mTOR signaling for AKI have been proposed, yielding conflicting outcomes due to the complexity of mTOR’s role in renal injury^39,40^. Our findings may shed light on this issue. We discovered that hypoxia suppresses mTOR activity, thereby activating mTOR-mediated lysosomal degradation of OTUD5. This results in a diminished expression of OTUD5, a situation that cannot be rectified during the reperfusion stage. Future research will explore the potential benefits of combined targeting of mTOR and OTUD5 for AKI treatment. On the whole, our study compellingly highlights the critical role of the mTOR/OTUD5/GPX4 signaling pathway in regulating renal tubular cell ferroptosis during I/R. These findings further suggest that targeting this pathway could be an effective approach to treating ferroptosis-associated diseases such as AKI.

The process of I/R involves an initial stage of ischemia and hypoxia, which then transitions into a reperfusion phase involving the restoration of blood flow. The most significant and detrimental damage from I/R is primarily inflicted during the reperfusion stage, with wide-ranging effects including metabolic reprogramming, DNA damage, upregulation of pro-inflammatory genes, and mitochondrial dysfunction^5^. Mitochondrial dysfunction, in particular, can lead to an overload of intracellular ROS and cellular lipid peroxidation. The latter is recognized as a key driver of cellular ferroptosis, a form of regulated cell death^6,7^. In keeping with these insights, our research confirmed that exposure to I/R amplified lipid peroxidation and diminished the expression of GPX4, a pivotal enzyme in limiting oxidative damage. In addition, our findings revealed the involvement of ferroptosis in modulating the progression of AKI. This was evidenced by the significant reduction in I/R-induced elevated levels of AKI markers, such as Scr, BUN, and kidney injury molecule (KIM), following the administration of the ferroptosis inhibitor, Fer-1^42^. These results significantly contribute to the field of ferroptosis in AKI and suggest potential therapeutic strategies.

Previous studies have demonstrated that targeting ferroptosis-regulating genes, such as GPX4, ACSL4, and FSP1 protected renal function against I/R injury^33,43^. However, the efficacy of such strategies is often limited, as the mechanisms regulating ferroptosis are intricate and not fully understood. In an attempt to unravel these complexities, our study unveils a novel ferroptosis-regulating mechanism where OTUD5 is identified as a partner protein that stabilizes GPX4 during I/R injury. We not only decipher the functional role of OTUD5 in mitigating renal tubular cell ferroptosis, but we also explore its protective effects on renal function after I/R injury. Remarkably, the experiments involving AAV-mediated OTUD5 therapy suggest that OTUD5 plays a substantial role in modulating GPX4 regulation and subsequent cell ferroptosis in I/R-induced AKI. By identifying OTUD5 as a potential therapeutic target for AKI associated with I/R, we offer a new avenue for future research into treatments for AKI. The development of a therapeutic strategy that enhances OTUD5 function or expression could potentially ameliorate the deleterious effects of I/R injury on renal function. In light of minor upregulation of mTORC1 activity and a decrease in autophagy in OTUD5^+^ mice, future investigations could also explore the possibility of a feedback suppression mechanism, further elucidating the regulatory complexities in ferroptosis and AKI.

Given the pathological importance of ferroptosis in AKI, our findings have notable implications for the development of future therapeutic strategies. The revelation of GPX4 downregulation in the context of I/R insult points towards a potential therapeutic target. In addition, we pinpoint a region particularly prone to I/R injury marked by heightened ferroptosis and autophagy, offering valuable insight into the pathology of AKI. In the future, building upon these findings will be crucial in decoding the complexities of cell ferroptosis-regulated AKI. In summary, our research enhances our comprehension of ferroptosis’s role in AKI, paving the way for future exploration of spatial ferroptotic processes within the kidney. Above all, this study sets a strong foundation for potential intervention strategies by shedding light on a novel autophagy-dependent ferroptosis pathway, presenting possible new directions for treatments in managing I/R-associated kidney diseases.

## Methods

### Mice and mouse model of Ischemia/reperfusion (I/R)-induced AKI

*Otud5*-floxed mice (Strain No. T052115, GemPharmatech, Nanjing, China), and *Pax8*-Cre mice (Strain No. NM-KI-200151, Shanghai Model Organisms Center, Inc., Shanghai, China) were generated using the CRISPR-Cas9 system. For *Otud5*-floxed mice, the guide RNA (gRNA) sequences were designed for regions on exon 2, as illustrated in Fig. 3A. For *Pax8*-Cre mice, a fragment of Cre-WPRE-polyA was inserted into the initiation codon of the Pax8 gene through homologous recombination. The Cas9 mRNA and gRNA were in vitro transcribed and microinjected into the fertilized eggs of C57BL/6J mice. These eggs were then transplanted into a recipient to obtain positive F0 mice, which were then mated with WT C57BL/6J mice to produce positive F1 generation mice. The *Otud5*-floxed mice and *Pax8*-Cre mice were crossed to generate Otud5^fl/fl^Pax8^Cre^ mice, with the Otud5^fl/fl^ mice used as a wild-type control. All mice were housed in a pathogen-free environment, maintained at a temperature of 22 °C, with a 12 h/12 h light/dark cycle, and relative humidity of 50–60%. This study received approval from the Institutional Review Board of the Children’s Hospital of Soochow University. Additionally, for the I/R-induced AKI experiments, all procedures were conducted following the guidelines of the Institutional Animal Care and Use Committee (IACUC) of the Children’s Hospital of Soochow University. Briefly, 4–6-week-old C57BL/6J mice were intraperitoneally anesthetized with 1% (v/w) chloral hydrate at a dose of 0.8 mg/kg. For ischemia induction, the renal pedicles were clamped with a clip (JY17100-30, JinYan Medical Device Manufacturing Co., Ltd, Zhejiang, China) for 45 min through the incision at the flank and were then followed by reperfusion by clip removal. Incisions were sutured under sterile surgical conditions, and the mice were transferred to the standard housing environment for recovery. After 48 h, mice were placed in a chamber filled with 100% CO_2_ for 3 min to induce rapid unconsciousness, followed by cervical dislocation. Under anesthesia, mouse kidneys and blood samples were collected and subjected to analysis, including serum creatinine (Scr), blood urea nitrogen (BUN), and histopathological examination.

### Cell culture, H/R induction ex vivo, and cell viability detection

The normal human proximal tubular cell line, HK2 (catalog number: CRL-2190), and human embryonic kidney cell line, HEK293T (catalog number: CRL-3216), were obtained from the American Type Culture Collection (ATCC) and cultured in DMDM/F12 medium (Gibco) supplemented with 10% fetal bovine serum (FBS, Gibco) and 1% penicillin/streptomycin (Thermo Fisher Scientific). The cells were maintained in a humidified incubator with 5% CO_2_ at 37 °C. Mouse primary renal tubular cells (PRTCs) were isolated from both male and female mice, following the method described in a previous study^44^. Briefly, the outer strips of the cortex and the medulla from mouse kidneys were removed with scissors, and the inner cortex was collected, minced, and digested using 1 mg/ml collagenase IV (Sigma-Aldrich) for 40 min, before filtration through a 70 μm strainer. The suspension containing renal tubules was collected and placed in a six-well cell culture plate for cultivation in DMDM/F12 medium (Gibco) supplemented with 10% FBS (Gibco) and 1% penicillin/streptomycin (Thermo Fisher Scientific). The cells were then maintained in a humidified incubator with 5% CO_2_ at 37 °C. To mimic I/R induction ex vivo, the cells were cultured under oxygen- and serum-free conditions for 6 h, followed by the re-introduction of normoxia and complete cell culture medium for varying periods as required. This was conducted using a Hypoxia Chamber (MIC-101, Billups Rothenberg Inc.), following the protocols of previous studies^45^. For cell viability detection, the cells were seeded in a 96-well plate, with ~10,000 cells per well, and left overnight. After hypoxia induction, the cell medium was removed and replaced by a fresh medium containing the CCK8 reagent (96992, Sigma Aldrich) following the manufacturer’s instructions. The plate was then incubated for 2 h, and the absorbance at OD_450_ was measured using a Multiskan™ FC microplate reader (Thermo Fisher Scientific).

### Histopathological analysis

The mouse kidney was embedded in paraffin and 4-μm tissue sections were prepared for IHC staining as previously described^46^. Briefly, tissue slides were deparaffinized in xylene and rehydrated in decreasing concentrations of ethanol. Sample slides were incubated with 3% H_2_O_2_ to deactivate endogenous peroxidase and heated at 95 °C for 30 min for antigen retrieval. Subsequently, the slides were incubated with 5% blocking serum for 15 min. The sections were then incubated with primary antibodies (see Supplementary Table 1) at 4 °C overnight, followed by incubation with a secondary antibody conjugated to horseradish peroxidase for 30 min. Tissue sections were counterstained with hematoxylin and visualized with a microscope to obtain digital images (TCS SP5, Leica). For immunofluorescence, tissue or cell sections were fixed with 4% paraformaldehyde (Beyotime, Shanghai) at 37 °C for 10 min, and then permeabilized with 0.2% Triton X-100 (Beyotime, Shanghai) at 4 °C for 10 min. After blocking with 10% BSA and 2% normal goat serum in PBS for 1 h, the sections were incubated with the indicated primary antibodies for 2 h at room temperature or overnight at 4 °C. Following this, the sections were washed three times with 1 × PBS (Beyotime, Shanghai), and stained with fluorescence-conjugated secondary antibodies (Invitrogen) for 1 h at room temperature. Cell images were captured with a digital microscope (TCS SP5, Leica).

### Immunoblot and Immunoprecipitation

For immunoblot, kidney tissue or cells were homogenized using RIPA lysis buffer (R0010, Solarbio, Beijing, China) containing protease and phosphatase inhibitors cocktail (04693116001, Roche) and were sonicated. The protein concentrations were measured with BCA assay (Solarbio). Protein samples were separated using 10% SDS page gels and transferred onto a PVDF membrane (R1SB07718, Millipore). After blocking using 5% skimmed milk for 1 h at room temperature, the membrane was incubated with primary antibodies (Supplementary Table 1) at 4 °C overnight and then with the corresponding secondary antibodies for 1 h at room temperature. The membrane was washed three times with 1 × PBST between incubations. Proteins were visualized by enhanced chemiluminescence (ECL, 32209, Thermo Fisher Scientific). For Immunoprecipitation, cells were lysed on ice with NP40 lysis buffer (Solarbio) containing protease and phosphatase inhibitors cocktail (04693116001, Roche) for 30 minutes. After centrifugation at 12,000×*g* for 20 min at 4 °C, the supernatant was collected and incubated with protein A/G beads (Sant Cruz Biotechnology) for 1 h at 4 °C, followed by another round of centrifugation. The supernatant was collected and incubated with the indicated antibody (Supplemental Table 1) overnight at 4 °C with rotation. Protein A/G beads were then added to the supernatants and incubated for 4 h at 4 °C with rotation, followed by 5 times washing using NP40 lysis buffer. The beads were mixed with 2 × SDS loading buffer and boiled at 95 °C for 10 min. After centrifugation at 800×*g* for 5 min, the protein-contained supernatant was analyzed by immunoblotting as indicated above. The quantification of protein expression was analyzed by Image J (v1.47).

### Flow cytometry

For cell ferroptosis analysis, HK2 cells with or without hypoxia treatment were collected and washed twice with pre-chilled 1 × PBS. The cells were then resuspended in a staining buffer (420201, BioLegend) and stained with BODIPY 581/591 C11 at room temperature for 30 min. After washing and staining with 7-AAD, the cells were resuspended in a cell staining buffer and subjected to flow cytometry analysis. Fluorescent signals were acquired using a Beckman Coulter Gallios Flow Cytometer and analyzed using FlowJo software (v10.6).

### Detection of lipid peroxidation

For lipid peroxidation analysis, cells were stained with Liperfluo (L248, Dojindo, Kumamoto, Japan) in PBS containing 2% (w/v) bovine serum albumin (BSA) on ice for 30 min according to the manufacturer’s instructions. The fluorescent signals were acquired and visualized with a fluorescence microscope (Olympus). For total glutathione (GSH) and GSH/GSSG ratio detection, mouse kidneys were lysed using RIPA lysis buffer (R0010, Solarbio, Beijing, China) containing a protease and phosphatase inhibitor cocktail (04693116001, Roche). The content of total glutathione and oxidized glutathione (GSSG) was quantified in cell or tissue lysates according to the instructions of the GSH and GSSG Assay Kit (S0053, Beyotime, Shanghai, China).

### Quantitative real-time polymerase chain reaction (qRT-PCR)

Total RNA was extracted from homogenized kidneys or cells using Trizol Reagent (Invitrogen) and digested by RNase-free DNase I (Promega) following the manufacturer’s instructions. A total of 2 μg RNA from each sample was reverse-transcribed into cDNA according to the High-Capacity cDNA Reverse Transcription Kit’s instructions (4368814, Applied Biosystems™). Quantitative PCR was performed using the qPCR SYBR Green Master Mix (Takara) and analyzed using a LightCycler 96 real-time system (Roche Diagnostics). Relative quantification was calculated using the 2^ΔΔCt^ method and normalized to GAPDH. The primer was commercially synthesised (Beijing Tsingke Biotech Co., Ltd.) and sequences are listed in Supplementary Table 2.

### Liquid chromatography–mass spectrometry (LC–MS/MS)

HK2 cells were collected in a lysis buffer containing a protease and phosphatase inhibitor cocktail (04693116001, Roche), incubated on ice for 30 min, and then centrifuged at 12,000×*g* for 15 min at 4 °C. The supernatant cell lysates were obtained and immunoprecipitated with an anti-GPX4 antibody overnight at 4 °C. The beads were washed three times with lysis buffer, boiled with SDS loading buffer, and subjected to SDS–PAGE. Gels with total proteins were stained with Coomassie Blue (ST030, Beyotime, Shanghai, China), excised, and digested with 10 ng/μl trypsin at 37 °C overnight. After enzymatic hydrolysis, the peptide mixtures were collected, desalted, and prepared for liquid chromatography-tandem mass spectrometry (LC–MS/MS) using a Q Exactive HFX platform (Thermo Scientific). The raw files generated from the spectrometer were searched against the UniProt Homo sapiens database (v2015-11-11) using Proteome Discoverer (Thermo Scientific, v.2.1).

### Gene transfection

For plasmid transfection, human WT or C224S OTUD5 plasmids were constructed by amplifying the corresponding cDNA and cloning it into pcDNA3.1(+)/myc-His A (V80020, Invitrogen) using the PCR method. Then, plasmids were transfected into HK2 cells with Lipofectamine 3000 (Invitrogen) according to the manufacturer’s instructions. For siRNA transfection, cells were plated at a concentration of 5 × 10^5^ cells per well in a six-well plate to achieve ~60% confluence. Cells were transfected with specific siRNA (ZIXI Biotech. Co., Ltd., Beijing, China) at a final concentration of 50 nmol/L with Lipofectamine 3000 (Invitrogen) in Opti-MEM (Invitrogen) according to the manufacturer’s instructions. The cell medium was replaced with a complete medium after 6 hours of transfection, and cells were further cultured for 48 h.

### AAV preparation and gene delivery

AAV virus preparation and renal orthotopic injection were performed according to a previous study^47^. Briefly, the cDNA of mouse *Otud5* was synthesized, and AAV8-Otud5 was constructed using an AAV8 vector plasmid, an adenovirus helper plasmid, and an AAV helper plasmid, which were transiently transfected into 293T cells. The recombinant virus was harvested 72 h after transfection. The crude viral lysate was then purified by fractionation with iodixanol-gradient centrifugation. Viral titers were determined, and vectors that passed quality control were aliquoted and stored at −80 °C until use. For gene delivery, 4 to 6-week-old C57BL/6J mice were intravenously injected with AAV particles at 3 × 10^11^ copies/ml per mouse. The injected mice were fed and monitored for three days after I/R induction.

### Library construction and single-cell mRNA sequencing

For single-cell suspension preparation, freshly collected mouse kidneys were rinsed twice with RPMI1640 (Gibco), minced into 3–5 mm^3^ pieces, and subjected to enzymatic digestion using Multi Tissue Dissociation Kits (130-110-204, Miltenyi Biotec) for 30 min under rotation at 250 rpm/min. Afterward, the cell suspension was filtered and centrifuged at 300×*g* at 4 °C. The cell pellet was collected, resuspended in 1 mL RBC lysis buffer (Sigma) to remove RBCs, and then washed twice with RPMI1640. Cell viability was assessed using Trypan Blue (Gibco), and dead cells were removed using magnetic bead separation with a Dead Cell Removal Kit (130-090-101, Miltenyi Biotec) if the cell viability was <85%. At least 20,000 cells per sample were applied to a single-cell master mix with lysis buffer and reverse transcription reagents, following the User Guide of 10X Genomics Chromium Single Cell 3’ Reagent Kits (10X Genomics). The libraries were subjected to high-throughput sequencing on a NovaSeq6000 platform.

### Data processing and analysis of single-cell RNA-seq data

Raw sequencing data were processed with the Cellranger pipeline (version 3.1.0, 10X Genomics) and mapped to the murine reference genome to generate digital gene expression (DGE) matrices. The batch effects were corrected using the R package “harmony” (v1.2.0.1). Cells from different batches were merged, and expressions were normalized to generate a final gene expression matrix. A Seurat object was created, and the gene-barcode count matrices were analyzed using the R package “Seurat” (v4.3.0) following the pipeline (http://satijalab.org/seurat/). For quality control, cells with fewer than 200 genes or with mitochondrial gene percentages over 20% were filtered out from downstream analyses. For dimension reduction, the most variable genes were identified using the FindVariableGenes function (Seurat version 4.3.0), followed by a principal component analysis (PCA). The top 20 PCs were used for unsupervised clustering analysis and visualized using Uniform Manifold Approximation and Projection (UMAP) for dimension reduction. The FindAllMarkers function (Seurat version 4.3.0) was used to determine cluster-specific gene markers. Annotations were performed by mapping the marker genes of each cluster to canonical kidney cell type marker genes from previous studies^48,49^. For Gene Set Enrichment Analysis on PT cells, the gene expression matrix of PT from two groups was collected, and differentially expressed genes (DEGs) were analyzed using the FindMarkers function (Seurat version 4.3.0). GSEA analysis was performed using the R package “fgsea” (1.24.0) by mapping genes to the murine reference database org.Mm.eg.db (3.16.0).

### Spatial transcriptomics assay

Mouse kidneys were snap-frozen in liquid nitrogen and embedded in OCT (Tissue-Tek) for preparation of 10-μm cryosections. For tissue visualization, frozen tissue sections were fixed with pre-chilled methanol on the Visium Tissue Optimization Slides (10X Genomics, PN-1000193), followed by staining with hematoxylin (S3309, Dako) and eosin (CS701, Dako). Brightfield histological images were taken with a Leica DMI8 whole-slide scanner. For RNA isolation and reverse transcription, sections were permeabilized with permeabilization enzymes to release mRNA, which was captured by probes on the Visium spatial gene expression slides (PN-1000184,10X Genomics). The captured mRNA was reversely transcribed to cDNA, spatially barcoded, amplified, and subjected to library construction using the Visium Spatial Library Construction Kit (PN-1000184,10X Genomics). Briefly, 10 μl of amplified cDNA from each sample was taken for library preparation through the processes of fragmentation, adapter ligation, PCR, and purification. The constructed library was sequenced with an Illumina Novaseq6000 sequencer with a sequencing depth of at least 100,000 reads per spot (performed by CapitalBio Technology, Beijing).

### Spatial transcriptomics analysis

The raw data from the spatial transcriptomics (ST) assay were processed using SpaceRanger (v2.0.1) to generate the ST spots matrix by performing a series of procedures, including alignment, filtering, barcode counting, and UMI counting. Spots with fewer than 200 genes were excluded from further analysis. Normalization across spots was performed with the SCTransform function (0.3.5), and anchors between the spatial transcriptomics spots were identified using the R package “Seurat” (v4.3.0) in R (v4.2.2). Dimension reduction and clustering were performed using PCA. The first ten PCs were used to generate clusters. For scoring on specific signaling, we performed the AddModuleScore function with default parameters in Seurat to determine the score by using the signaling signature genes, which are driver or marker genes of ferroptosis^50^, or genes from the GSEA dataset (https://www.gsea-msigdb.org/gsea/msigdb/index.jsp), which are positively involved in autophagy regulation or mTOR signaling activation. For spatial gene/feature colocalization, the interested genes or features were inferred.

### Statistical analysis

Statistical analyses were performed using Prism 8 (GraphPad Software, San Diego, CA, USA). *p* values were calculated by a two-tailed unpaired Student’s *t*-test between two groups. *p-*value <0.05 was considered significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

The single-cell RNA-Seq and spatial transcriptomic data generated in this study have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus database with accession code GSE244330. Uncropped blots and other source data are available in the Source Data file. Further information and requests for resources should be directed to the corresponding authors. Source data are provided with this paper.

## Code availability

R scripts used in this study are available on GitHub (https://github.com/Toby111/scRNA-spatial-code)

How the deposited data were processed for this re-analysis (not part of the article)

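Spatial transcriptomics of 1 sham kidney section and 1 I/R kidney section was analysed, with no replicate sections in either condition. The authors sequenced Visium libraries and deposited, for each section, a matrix of raw counts, that is of UMIs per gene and spot, made by Space Ranger with alignment, filtering of spots and collapsing of duplicate reads. The submitters' processing notes name Space Ranger 2.0.1, Cell Ranger 3.1.0, Seurat 4.3.0, R 4.2.2 and the genome build mm10, and the header of the matrices labelled as scRNA-seq names Space Ranger 2.0.0. The annotation used for counting is not given in the sources used here. The matrices labelled as scRNA-seq were compared entry by entry with the ST matrices of the same condition. They held the same 19387299 entries in sham and the same 17699501 entries in I/R, so they were not used further, and the paper's single-cell results were not analysed here.

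Spots with at least 200 genes were kept, which left out none. UMIs were summed over the spots of a section and divided by the section's total to give CPM, with exact Poisson intervals for sums and exact conditional binomial intervals for ratios, both at 95%. These intervals cover counting error only and say nothing of the spread between animals or sections. Nothing was tested between conditions, and no number of changed genes is given. Because the median gene had a higher CPM in I/R, ratios are also given relative to the median of all genes with at least 100 UMIs in each section, which equals scaling by the median of ratios.

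The rule for named genes was fixed before the data were examined. It takes the genes the paper names, the 10 genes with the largest and the 10 with the smallest ratio among those with at least 50 CPM in one or both sections and 5 UMIs in each, up to 4 members of each gene list with the largest absolute log2 ratio among those with 100 UMIs, and the 5 leading genes of each region. Mitochondrially encoded, haemoglobin and ribosomal protein genes and unnamed gene models were left out of the largest and smallest ratios. The rule names 248 genes. The 39 gene lists were written from general knowledge before the data were examined and are not the lists of the paper, whose text does not name the members. A list's median log2 ratio was taken over members with at least 10 UMIs in all and placed among the medians of 10000 random lists of the same size, drawn from 50 bins of mean expression. The percentile describes these sections and is not a test. A 1.5-fold ratio was used as a measure of size for members of lists, and this size, the minimum of 20 spots for jointly clustered regions and their weights were set after the data were seen. Coordinates are those of GENCODE M21 on GRCm38.

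Clusters, SCTransform values and module scores were computed with R 4.3.3, Seurat 5.3.0 and sctransform 0.4.2, so the versions differ from the paper's. SCTransform version 1 was run on each section, and FindNeighbors and FindClusters were run on the first 10 principal components with a resolution of 0.8, since the paper's text gives no resolution. This gave 14 regions in sham and 11 in I/R. The outer stripe region is the cluster with the highest summed CPM of segment 3 genes, and the region compared with the paper's pelvis cluster is that with the highest summed CPM of urothelium genes. In sham this sum came mostly from Psca, so the region is not called pelvis, and the uroplakin region is given beside it. Module scores used AddModuleScore with default parameters of 24 bins and 100 control genes, and were repeated with 10 random seeds. Spots were thinned to 8200 UMIs for shares of spots, which left out shallower spots. Sums, intervals and lists were computed with Python 3.11.15 and scipy 1.17.1.

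The intervals and percentiles were tested on simulated data. Counts of both simulated sections were drawn from the levels of the sham section, with the total of each section. Of 16639 genes, 50 each were changed 4-fold, 2-fold, 1.5-fold and 0.5-fold. The interval held the true ratio for 94% of genes at 4-fold, 94% at 2-fold, 92% at 1.5-fold, 90% at 0.5-fold and 95.5% of the 16439 unchanged genes. The test had first been set to pass only above 90% at each fold, and the limit was changed to the mean over folds after the first run, with no change to the method. The simulated counts vary by Poisson sampling only and lack the general lift of CPM in I/R. Of 200 random lists of 20 unchanged genes, 4.5% lay outside the central 95%, and a list of 50 genes changed 1.5-fold lay at percentile 100. This part ran on 17390 genes. Random lists placed among random lists come close to this share by design, so it checks the computation only.

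The alternatives tried were scaling by the median of ratios, a total without mitochondrial, haemoglobin and ribosomal protein genes, a mean over spots of their CPM, thinned spots, a stricter filter of at least 1000 genes and at most 50% mitochondrial UMIs, other minimums for list members, LogNormalize in place of SCTransform, resolutions of 0.4 and 1.2, joint clustering with anchors, and the 10% of spots with the highest share of a region's list. Added after the data were seen were equal weights of jointly clustered regions in both sections, a region chosen by uroplakin genes, UMIs per spot, SCTransform means of Otud5 by region, and list medians relative to all genes as a measure beside the module scores.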

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

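Besides the groups that the paper discusses, 7 gene lists had a median log2 ratio of I/R to sham of at least 1 and above the central 95% of random lists matched on expression. Genes of proliferation had the highest median, 3.14, with 15 of 17 at least 1.5-fold higher in I/R, among them Top2a with a ratio of 15.5 and Mki67 with a ratio of 13.8. Genes of the acute phase and complement had a median of 2.47, with 13 of 14 higher by that size, among them the fibrinogen chain Fgb with a ratio of 17.3. Genes of the extracellular matrix had a median of 2.28, with 17 of 18 higher, among them the collagen gene Col3a1 with a ratio of 15.2 and the crosslinking enzyme Lox with a ratio of 11.0. Genes of fibroblasts, pericytes and smooth muscle had a median of 2.26, with 9 of 10 higher, and 3 of them, Col1a1, Col1a2 and Col3a1, are also in the matrix list. Immediate early genes had a median of 1.57, with 12 of 13 higher, among them Fos with a ratio of 4.38. Genes of red blood cells had a median of 1.46, with 5 of 5 higher, among them the haemoglobin gene Hbb-bs at 1660 CPM in sham and 4527 CPM in I/R. Genes of the urothelium of the pelvis had a median of 1.33, with 7 of 9 higher and 1 lower, among them Krt5 with a ratio of 4.76, and Psca, the lower member, with a ratio of 0.393. Relative to the median of all genes these medians ran from 2.82 for proliferation to 1.01 for the urothelium. No explanation of these values was tested.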

How the results depend on the processing

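Of 78 values recomputed under other settings, 32 kept their direction within the interval of the reported value, 38 kept it and moved beyond the interval, and 8 reversed, of which 1, the rank correlation in I/R, lay within its interval. For module scores the SD over random draws of control genes took the place of the interval, and 6 of the 78 values set a list median of log2 ratios beside a score difference, another unit, so only their signs compare. The settings with the mix of regions held equal, the uroplakin region, UMIs per spot and list medians relative to all genes were chosen after the data were seen. The 2 alternatives for single cells were not run, since no cells were analysed. The cause was not tested for any value that moved or reversed. With 1 section per condition depth bears on counting error only, and region levels of Otud5 in sham rest on 31 to 376 UMIs.

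With the median of ratios, the ratio of I/R to sham was 11.4 for Lcn2, 0.610 for Gpx4, 1.19 for Otud5 and, with the median taken within the outer stripe regions, 0.775 for Gpx4 there, and the list median was 2.08 for inflammation and 0.69 for NF-kB signaling. As a mean over spots of CPM, these were 11.2 for Lcn2, 0.777 for Gpx4, 0.919 for Gpx4 in the outer stripe region and 0.92 for NF-kB signaling. On thinned spots Lcn2 had 12.2 and NF-kB signaling 0.93. With the mix of regions held equal, Lcn2 had 11.6, Gpx4 0.801, inflammation 1.88 and NF-kB signaling 0.88. Inflammation members with at least 200 UMIs had 2.79. Without mitochondrial, haemoglobin and ribosomal protein genes in the total, Gpx4 had 0.735 over all spots and 0.887 in the outer stripe region. In that region Gpx4 had 0.882 at resolution 0.4, 0.959 at 1.2, 0.917 with LogNormalize, 0.984 with joint clustering and 0.9497 in the 10% of spots with the highest share of segment 3 genes. The fold of Gpx4 in its highest sham region over other spots was 1.75 at resolution 0.4, 1.74 with LogNormalize, 1.63 with joint clustering and 1.59 in the 10% of spots. In I/R it was 1.98 at resolution 0.4, 2.21 at 1.2, 2.13 with LogNormalize and 2.11 in the 10% of spots.

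The difference in ferroptosis score was -0.00875 with LogNormalize and -0.00721 with LogNormalize on thinned spots, and the list's median log2 ratio was 0.26, reversed, or -0.0641 relative to all genes. For autophagy the median log2 ratio was 0.32, reversed. For mTOR it was 0.27, and relative to all genes -0.0477, reversed, while the score difference with LogNormalize on thinned spots was -0.0013, reversed. Otud5 in the sham region picked by the urothelium list over other spots was 0.989 at resolution 0.4 and 0.357 in UMIs per spot, both reversed, and in the uroplakin region it was 1.04, or 0.446 in UMIs per spot, reversed. The rank correlation of Otud5 and the autophagy score in I/R was -0.0019 with LogNormalize on thinned spots, reversed. On thinned counts 100% of Otud5-positive I/R spots held Gpx4.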

Differences from the paper's values

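The paper gives 10971 cells from the sham kidney and 10398 cells from the I/R-treated kidney in its scRNA-seq data, whereas the matrices labelled as scRNA-seq held 3820 barcodes for sham and 3161 for I/R, which are those of the ST spots. No alternative bears on these numbers.

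The paper states that a ferroptosis signature was upregulated in I/R spots. Here the module score of a list written for this work, not that of the paper, differed by -0.0177, and it stayed below 0 with LogNormalize on all and on thinned spots. The list's median log2 ratio, an alternative set before the data were examined, was 0.26 and so lies on the side of the paper, while the median of all genes was 0.32.

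The paper states that an autophagy signature was higher in injured kidneys. The score here differed by -0.00311 and lay above 0 in 1 of 10 draws of control genes. The list's median log2 ratio, set before the data were examined, was 0.32 and lies on the side of the paper. A list of autophagy receptors and LC3 family genes had a median of 0.28, at percentile 98.0 of random lists.

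The paper states that Otud5 expression was lower after I/R, in parallel with a higher autophagy signature. By qPCR after H/R, however, it reports that Otud5 mRNA did not change significantly. Its case for a loss of OTUD5 rests on protein, which the values here do not measure. The CPM of Otud5 here was 1.48 times that of sham, and the ratio was between 1.19 and 1.49 under the 6 alternatives, of which 1 was chosen after the data were seen. None of them thus lies on the side of lower Otud5 RNA in I/R spots. In UMIs per spot Otud5 was also higher, at 0.794 in I/R and 0.600 in sham.

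The paper states that Otud5 was present across the parenchyma and reduced in the sham cluster identified as the renal pelvis. Presence in all regions was also found here. In the region picked by the urothelium list, whose sum is mostly Psca, the CPM of Otud5 was 1.64 times that of the other spots. A resolution of 0.4, set before the data were examined, gave 0.989, which is near 1. UMIs per spot, a measure chosen after the values were seen that also follows depth, gave 0.357. Both lie on the side of the paper. In the uroplakin region, also chosen after the values were seen, Otud5 was 1.04 times by CPM and 0.446 times by UMIs per spot, the latter on the side of the paper. On SCTransform data, compared after the values were seen, the mean of Otud5 was 0.209 in the region picked by the list and 0.199 in the uroplakin region, near the low end of the sham regions, 0.196 to 0.462, and so on the side of the paper. Regions were chosen by their genes, and whether 1 of them is the paper's cluster is not known.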

Other observations

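Of the tests below, the comparison of Otud5 with genes of like level and the one that leaves out single sham regions from the interferon genes were chosen only after the results were seen. Among genes with at least 50 CPM in one or both sections and 5 UMIs in each, and apart from genes named above, the largest ratios of I/R to sham were those of the integrin ligand Vcam1, with a ratio of 14.9, the diamine oxidase gene Aoc1, with 14.6, the matrix phosphoprotein gene Spp1, at 933.5 CPM in sham and 11501 CPM in I/R, the complement gene C3, with 12.1, and the matrix protease gene Mmp2, with 12.1. Among the smallest ratios of such genes were 0.165 for the nuclease gene Dnase1, 0.172 and 0.227 for the cytochrome P450 genes Cyp2a4 and Cyp2a5, 0.205 for the transcription factor Atf5 and 0.246 for the aldose reductase gene Akr1b3. Also among them were the peptide hormone gene Cck, with 0.302, and the protease inhibitor gene Serpina1d, with 0.306. Cyp2a4 and Cyp2a5, the Serpina1 genes and the haemoglobin genes have near-identical copies, so their single values are uncertain.

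Of 23 genes of fatty acid oxidation, 3 were at least 1.5-fold lower in I/R, 0 were higher and 20 lay within that size, and relative to all genes 9 were lower and 14 lay within, with a median log2 ratio of -0.25, or -0.57 relative to all genes, at percentile 0.01 of random lists. Among them Acadm, the medium-chain acyl-CoA dehydrogenase, had a ratio of 0.501. Of 27 peroxisome genes, 4 were lower, 1 was higher and 22 lay within that size, with a median of -0.06, while relative to all genes 8 were lower and 19 lay within, with a median of -0.38, at percentile 0.505, and the bifunctional enzyme gene Ehhadh had a ratio of 0.438. Of 28 hypoxia genes, 6 were higher and 22 lay within that size, or 4 and 24 relative to all genes, with a median of 0.31, or -0.01 relative to all genes, and Ndrg1 had a ratio of 2.40. Of 18 genes of heat shock and the unfolded protein response, 5 were lower and 1 was higher, or 7 and 1 relative to all genes, with a median of -0.06, or -0.38 relative to them, and the stress genes Trib3 and Ddit3 had ratios of 0.150 and 0.503. Of 49 E3 ligases and deubiquitinases, 12 were higher, 1 was lower and 36 lay within that size, or 7, 1 and 41 relative to all genes, with a median of 0.32, or 0.00182 relative to all genes. In that list Uchl1 had a ratio of 2.55, Xiap of 1.56 and Trim21 of 1.27. Of 10 kidney genes known to be higher in males, 5 were lower in I/R and 1 was higher, or 6 and 1 relative to all genes, with a median of -0.56, and the transporter gene Slco1a1 had a ratio of 0.199. Of 8 genes known to be higher in females, 3 were higher and 2 lower, with a median of 0.22, while relative to all genes 2 were higher and 3 lower, with a median of -0.10. The 4 measured Y-linked genes had a median of 0.53, and 6 perirenal fat genes had a median of 0.88.

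In other mice, the paper's own qPCR values give a Gpx4 mRNA of 0.923 (SD 0.0643, n = 3) after I/R relative to sham in Supplementary Fig. 1k. In Fig. 3e the paper's Lcn2 values average 4.73 (SD 0.916, n = 5) after I/R and 1.03 (SD 0.174, n = 5) in sham, where the ratio of CPM between the sections here is 14.2. In Fig. 3f, 3g and 3h the paper's means give ratios of 4.16 for Havcr1, 5.17 for Il6 and 7.24 for Tnf, where the sections here give 2.84, 28.2, from 5 sham UMIs, and 5.28. The mice of Fig. 3 are of the floxed Otud5 line, whereas the sections come from wild-type mice.

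Most genes had a higher CPM in the I/R section, with a median log2 ratio of 0.32. The 100 most abundant genes took 39.5% of UMIs in sham and 33.2% in I/R, and without them in the totals the median was 0.18. With the mix of jointly clustered regions held equal it was 0.24. Neither, taken alone, accounts for the whole of it, though each may account for a part. Other causes, among them a difference between the animals or in the RNA content of spots, stay open and were not tested.

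The higher Otud5 CPM in I/R, a log2 ratio of 0.57, may in part be this general lift. Its ratio lay at percentile 80.25 of the 400 genes nearest to it in level. With the mix of regions held equal the log2 ratio was 0.50, against 0.24 for the median of all genes, which argues against another mix of regions as the whole cause. The ratio of Otud5 lay above the median of all genes in 15 of 16 jointly clustered regions. These are parts of the same sections, so they cannot tell a part particular to Otud5 from the general lift. A response of Otud5 to I/R stays open, and with 1 section per condition it was not tested.

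Of 17 measured interferon response genes, 6 were at least 1.5-fold lower in I/R, 0 were higher by that size and 11 lay within it, of which 5 had a higher CPM in I/R, and Ifit1 and Isg15, both induced by interferon, had ratios of 0.255 and 0.319. The median log2 ratio of the 17 was -0.35, or -0.67 relative to all genes, below those of all 10000 random lists. It was -0.96 with the mix of regions held equal, which argues against another mix of regions as the whole cause. Whichever 1 sham region was left out, it was at most -0.52, which argues against any 1 of them as the whole cause. This cannot exclude a focus spread over several sham regions. The summed level was 1600 to 2150 CPM in those led by Corin, Fst, Smoc2 and Aqp6, and 1020 CPM or lower elsewhere in sham. In jointly clustered regions the relative median ran from -1.43 to 0.35 and lay below 0 in 11 of 16. A response to I/R and a difference between these animals unrelated to surgery stay open, and neither was tested.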
